# The mRNA methyltransferase Mettl3 modulates cytokine mRNA stability and limits functional responses in mast cells

**DOI:** 10.1038/s41467-023-39614-y

**Published:** 2023-06-29

**Authors:** Cristina Leoni, Marian Bataclan, Taku Ito-Kureha, Vigo Heissmeyer, Silvia Monticelli

**Keywords:** Innate immunity, RNA

## Abstract

Mast cells are central players in allergy and asthma, and their dysregulated responses lead to reduced quality of life and life-threatening conditions such as anaphylaxis. The RNA modification N^6^-methyladenosine (m^6^A) has a prominent impact on immune cell functions, but its role in mast cells remains unexplored. Here, by optimizing tools to genetically manipulate primary mast cells, we reveal that the m^6^A mRNA methyltransferase complex modulates mast cell proliferation and survival. Depletion of the catalytic component Mettl3 exacerbates effector functions in response to IgE and antigen complexes, both in vitro and in vivo. Mechanistically, deletion of Mettl3 or Mettl14, another component of the methyltransferase complex, lead to the enhanced expression of inflammatory cytokines. By focusing on one of the most affected mRNAs, namely the one encoding the cytokine IL-13, we find that it is methylated in activated mast cells, and that Mettl3 affects its transcript stability in an enzymatic activity-dependent manner, requiring consensus m^6^A sites in the *Il13* 3’-untranslated region. Overall, we reveal that the m^6^A machinery is essential in mast cells to sustain growth and to restrain inflammatory responses.

## Abstract (web summary)

The m^6^A mRNA modification is essential for immune cell function. Here, the Monticelli lab optimized methods of gene editing by CRISPR-Cas9 in mast cells and revealed how the m^6^A machinery is required to sustain proliferation and to limit the production of inflammatory cytokines by these cells.

## Introduction

Mast cells are tissue-resident immune cells whose functional impact in the context of immune responses besides allergy and asthma is still incompletely understood^1^. They respond very rapidly to a large variety of stimuli with the production of immune- and vaso-active mediators such as cytokines, histamine and prostaglandins. Cytokine release by mast cells can have immunoregulatory functions in both health and disease. For instance, apart from the established role for the cytokine IL-13 in allergic inflammation and airway mucus production, the directional secretion of TNF by perivascular mast cells was shown to induce the recruitment of neutrophils during skin inflammation^2^.

The appropriate control of mast cell differentiation and functions requires a network of transcriptional and post-transcriptional mechanisms of regulation of gene expression that allows fast responses to danger signals while limiting excessive damage to the host. How mast cell responses are regulated is still a matter of active investigation. For example, our lab found that chromatin dynamics and epigenetic modifications such as 5-methylcytosine and 5-hydroxymethylcytosine in the genomic DNA are central regulators of mast cell responses and proliferation, respectively^3–5^. However, what is the role of post-transcriptional modifications in modulating mast cell responses is still unknown.

The RNA modification N^6^-methyladenosine (m^6^A) has important regulatory functions in gene expression. In the context of messenger RNA (mRNA), m^6^A is deposited co-transcriptionally by the action of a multi-subunit methyltransferase complex composed of the enzymatic component Mettl3 and other accessory proteins, such as Mettl14 and Wtap (Wilms tumor 1-associating protein), which are also essential for m^6^A deposition^6^. The functional outcome of m^6^A is mediated by its recognition by RNA-binding proteins primarily of the YTH family, which upon binding frequently affect mRNA stability^7,8^. Since it influences basic aspects of post-transcriptional gene regulation, the m^6^A modification also controls various aspects of innate and adaptive immunity, including immune recognition of invading pathogens, cell activation and differentiation^9^. For example, deletion of *Mettl3* or *Mettl14* in hematopoietic stem cells affected their output in terms of maintenance of cell identity and differentiation^9–11^. In the myeloid compartment, deletion of *Mettl3* in dendritic cells resulted in impaired maturation of these cells in response to lipopolysaccharide (LPS), leading to their reduced ability to stimulate T cell responses^12^. In macrophages, deletion of *Mettl3* limited the expression of inflammatory cytokines in response to LPS and impaired effector responses, leading to increased susceptibility to bacterial infection and uncontrolled tumor growth^13,14^. However, this phenotype appeared to be at least in part dependent on the specificities of the experimental system, since another study found improved immunosuppression of tumor-infiltrating myeloid cells lacking *Mettl3*^15^, while targeting Mettl3 using small molecule inhibitors had a strong anti-tumor activity in acute myeloid leukemia, leading to increased cell differentiation and apoptosis^16^. Finally, ablation of *Mettl14* led to unrestrained responses of macrophages to bacterial infection, resulting in sustained expression of inflammatory cytokines and death^17^. Overall, while these studies highlight a crucial importance of the methyltransferase complex and of the m^6^A modification in the myeloid compartment, the mechanistic aspects remain incompletely understood.

In mast cells, the role of m^6^A in regulating cell differentiation and functions is unknown^18^. To address this question, we first optimized CRISPR-Cas9 tools to effectively perform gene editing in mast cells, allowing us to dissect the role of the m^6^A methyltransferase complex in mature mast cells, without affecting cell development. Then, we found that mast cells lacking Mettl3 developed exacerbated effector functions in response to stimulation with IgE and antigen complexes, both in vitro and in vivo. Mettl3 deficiency induced increased stability of inflammatory transcripts, most notably of the *Il13* mRNA, and IL-13 expression was diminished upon overexpression of Mettl3. Such effect depended both on the Mettl3 enzymatic activity and on specific adenosines in the 3’-untranslated region (3’UTR) of the *Il13* transcript. Overall, our findings point towards a direct link between Mettl3 expression, its enzymatic activity and m^6^A deposition in the regulation of the stability of inflammatory transcripts in mast cells, as well as in sustaining their basal proliferation.

## Results

### Mettl3 regulates mast cell proliferation and effector functions

We measured the expression of key components of the m^6^A methyltransferase complex in response to stimulation of murine mast cells. Activation with IgE and antigen complexes or PMA and ionomycin induced Mettl3 expression, both at mRNA and protein level (Fig. 1a and Supplementary Fig. 1a, b). An increase in the expression of Mettl3 was also observed upon stimulation of peritoneal-derived mast cells (PMCs) (Fig. 1b and Supplementary Fig. 1c). Since Mettl3 is the catalytic component of the m^6^A methyltransferase complex, we set out to investigate its role in acute mast cell responses.

**Fig. 1:**
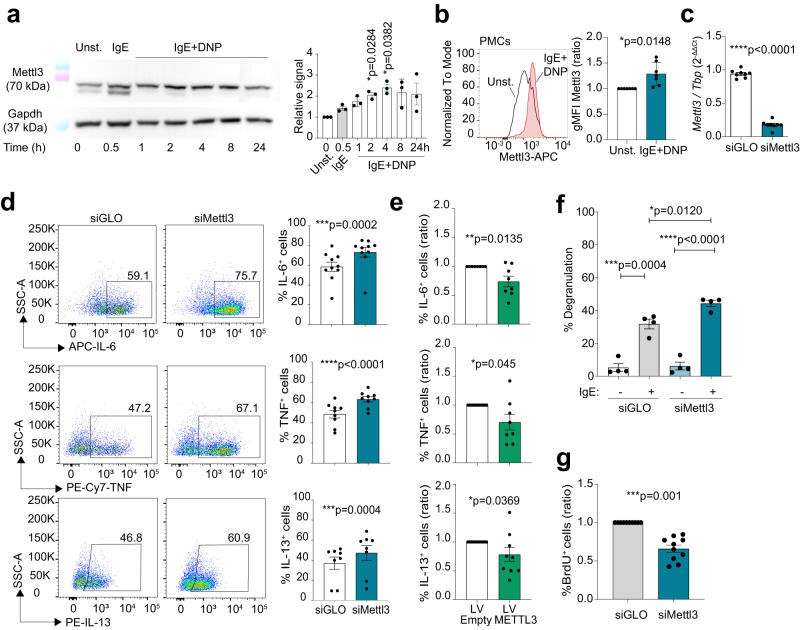
Mettl3 modulates mast cell proliferation and effector functions. **a** Mast cells were stimulated with IgE with or without HSA-DNP for the indicated times and expression of Mettl3 was analyzed by western blot. Left, one representative blot. Right, quantification of *N* = 3 independent experiments. Mean ± SEM. One-way ANOVA. **b** After ex-vivo expansion, PMCs were stimulated with IgE and antigen complexes and Mettl3 expression was measured by intracellular staining. *N* = 7 independent experiments. Mean ± SD. Paired *t* test, two-tailed. **c** Expression of *Mettl3*, measured by RT-qPCR, in mast cells transfected with siRNAs against *Mettl3* or a non-targeting control. *N* = 8 independent experiments. Mean ± SEM. Paired *t* test, two-tailed. **d** Expression of inflammatory cytokines measured by intracellular cytokine staining in mast cells transfected with siRNAs against *Mettl3* or a non-targeting control. Cells were stimulated with IgE and antigen complexes for 4 h. Left, representative FACS plots. Right, quantification of *N* = 8-10 independent experiments. Mean ± SEM. Paired *t* test, two-tailed. **e** Mast cells were transduced with lentiviral vectors to overexpress Mettl3. After selection of the transduced cells and stimulation with IgE and antigen complexes for 4 h, intracellular cytokine staining was performed to measure the expression of inflammatory cytokines. *N* = 8 independent experiments (ratio compared to controls). Mean ± SEM. Unpaired *t* test, two-tailed. **f** Mast cells were transfected with siRNAs against *Mettl3* or a non-targeting control. 48 h after transfection, cells were stimulated with IgE and antigen complexes for 4 h, followed by β-hexosaminidase assay to measure the extent of degranulation. *N* = 4 independent experiments. Mean ± SEM. Unpaired *t* test, two-tailed. **g** Mast cells were transfected with siRNAs against *Mettl3* or a non-targeting control, followed by BrdU incorporation to measure cell proliferation. *N* = 10 independent experiments. Mean ± SEM. Paired *t* test, two-tailed. Source data are provided as a Source data File.

First, we depleted Mettl3 in mast cells by RNA interference (RNAi). Transient transfection of differentiated mast cells with small-interfering RNAs (siRNAs) against *Mettl3* was >95% efficient (Supplementary Fig. 1d) and led to the partial depletion of *Mettl3* mRNA and protein after 48 h (Fig. 1c and Supplementary Fig. 1e). Upon stimulation with IgE and antigen complexes, mast cells depleted of Mettl3 showed significantly increased ability to produce the inflammatory cytokines IL-6, TNF and IL-13, measured by intracellular staining (Fig. 1d). Unstimulated mast cells did not express detectable cytokines (Supplementary Fig. 1f, gating strategies are shown in Supplementary Fig. 1g). Overexpression of Mettl3 by lentiviral transduction led to the opposite effect, namely reduced cytokine expression (Fig. 1e and Supplementary Fig. 2a, b), suggesting a role in regulating mast cell effector functions. Overexpression of Mettl3 also modestly enhanced in vitro mast cell differentiation (Supplementary Fig. 2c). Upon depletion of *Mettl3*, mast cells released the content of pre-stored cytoplasmic granules at a greater extent, further suggesting overall hyper-activation in response to IgE stimulation (Fig. 1f). However, reducing *Mettl3* expression also significantly impaired the ability of the cells to proliferate, measured by BrdU incorporation (Fig. 1g). Comparable results were obtained upon deletion of human METTL3 from the human mast cell lines HMC-1.1 and 1.2 (Supplementary Fig. 2d), indicating that the pathways regulated by m^6^A in mast cells are likely to be conserved. These data point towards an important role of Mettl3 in regulating mast cell functions, leading to enhanced effector functions but reduced proliferation capacity.

### Mettl3 restrains mast cell responses in vivo

To further dissect the role of Mettl3 in mast cells we optimized a CRISPR-Cas9 transfection protocol to efficiently delete genes of interest in primary mast cells. As a proof of principle, we first optimized this approach by ablating the expression of the surface receptor c-Kit, since it is highly expressed by mast cells, and there was no addition of SCF (the c-Kit ligand) in these in vitro cultures. Transfection of Cas9 ribonucleoproteins (RNPs) containing gRNAs directed against the *Kit* gene led reproducibly to high efficiency of transfection and deletion of the receptor in >90% of the cells (Fig. 2a and Supplementary Fig. 3a). Next, using two different gRNAs directed against the *Mettl3* gene, we achieved >60% deletion efficiency, as shown by intracellular staining for the Mettl3 protein (Fig. 2b). T7 endonuclease I assay on cells transfected with one or two gRNAs against *Mettl3* also showed the expected pattern of digestion (Fig. 2c and Supplementary Fig. 3b), demonstrating highly efficient CRISPR-Cas9-mediated deletion of genes of interest in mast cells. Deletion of the Mettl3 protein in more than half of the population did not impact the surface expression of c-Kit and FcεRIα (Supplementary Fig. 3c), and it was already sufficient to detect a significant physiologic response, as shown by the increased production of inflammatory cytokines (Fig. 2d, e) and by the reduction in cell proliferation (Fig. 2f), that was consistent with the phenotypes measured in cells in which Mettl3 expression was depleted by RNAi. Mettl3-deleted cells also showed reduced viability (Fig. 2g). Deletion of Mettl3 in mast cells differentiated in the presence of IL-3 + SCF (which induces a more mature phenotype) led to a similar increase in cytokine production and cell death, although the presence of SCF enabled the cells to bypass the defect in proliferation (Supplementary Fig. 3d–f). Mast cells lacking Mettl3 showed increased production of inflammatory cytokines also in response to IgE crosslinking in combination with IL-33 stimulation (Supplementary Fig. 3g). Next, we investigated the in vivo effects of *Mettl3* deletion in mast cells using a model of passive cutaneous anaphylaxis (PCA). Mast cells transfected with Cas9 RNPs against Mettl3 were injected intradermally into the ear pinna of c-Kit^W-sh/W-sh^ mice, that do not have mast cells^19^. After repopulation of the tissues, IgE anti-DNP antibodies were injected intradermally followed, 24 h later, by intravenous injection of HSA-DNP antigen and Evan’s blue dye. The extent of dye extravasation induced by mast cell activation was measured by extracting the dye from the tissue and by measuring the OD_600_ of the solution. We found that the extent of PCA was significantly increased in the absence of Mettl3 in vivo, underlining a role for m^6^A-mediated processes in restraining mast cell responses to IgE activation (Fig. 2h).

**Fig. 2:**
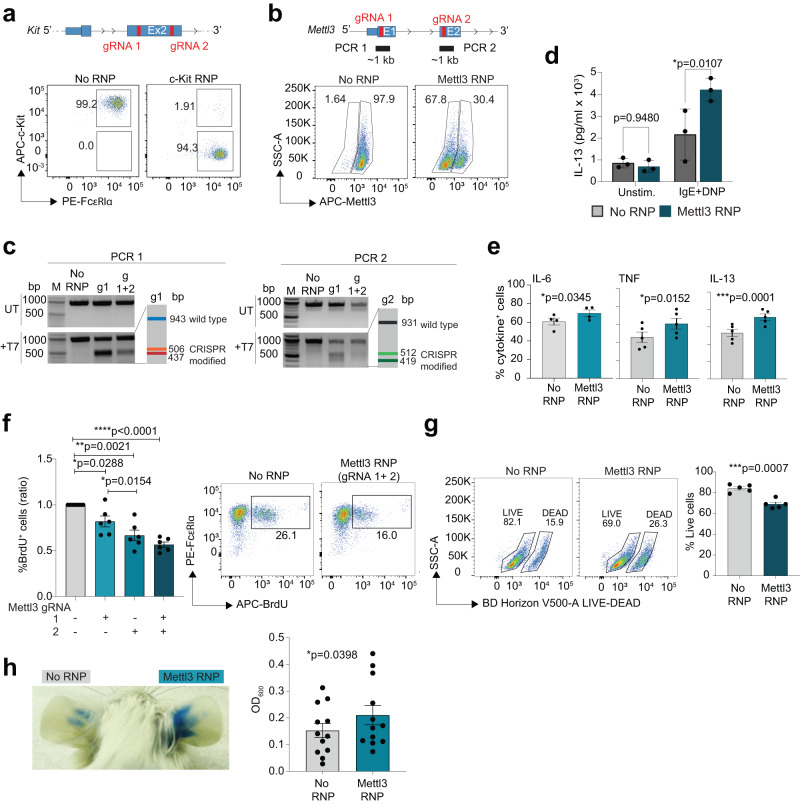
Deletion of *Mettl3* by CRISPR-Cas9 alters mast cell responses. **a** Optimization of gene editing in primary mast cells. Cells were transfected with Cas9 RNPs containing gRNAs against the *Kit* gene (schematic representation on top). One representative FACS plot showing the efficiency of deletion of the surface receptor c-Kit. Representative of at least *N* = 8 experiments. **b** Top, schematic representation of the *Mettl3* locus, with indicated the location of the gRNAs and the PCRs used in T7 endonuclease I assays. Bottom: one representative FACS plot showing the deletion of the Mettl3 protein, by intracellular staining. Representative of at least *N* = 11 experiments. **c** T7 endonuclease I assay performed on genomic DNA from cells as in (**b**). The expected patterns of digestion, based on the locations of the sgRNAs and the PCR primers, are shown schematically on a side (see Supplementary Fig. 3b for further details). The effect of one gRNA or two gRNAs is shown. UT: untreated (no T7 enzyme). Representative of *N* = 4 experiments; M=marker. **d** Mast cells were transfected as in (**c**), followed by stimulation with IgE and antigen complexes for 6 h. Release of IL-13 in the culture supernatants was measured by ELISA. *N* = 3 independent experiments. Mean ± SD. Two-ways ANOVA. **e** Intracellular cytokine staining was performed on cells as in (**c**). *N* = 4-5 independent experiments. Mean ± SEM. Paired *t* test, two-tailed. **f** BrdU incorporation assay to measure proliferation 4-6 days post-transfection. *N* = 6 independent experiments (ratio compared to control samples). Mean ± SEM. Paired *t* test, two-tailed. One representative FACS plot is shown on the right. **g** Viability of mast cells transfected with Mettl3 RNPs or controls was measured by LIVE/DEAD staining. *N* = 5 independent experiments. Mean ± SEM. Paired *t* test, two-tailed. **h** Mast cells were injected into the ear pinna of Kit^W-sh/W-sh^ mice. Two weeks after, anti-DNP IgE antibodies were injected intradermally followed, 24 h later, by intravenous injection of HSA-DNP antigen together with Evan’s blue dye. The dye was then extracted and measured spectrophotometrically. Each dot represents one mouse (*N* = 12), *N* = 2 independent experiments. One representative experiment is shown on the left. Mean ± SD. Paired *t* test, two-tailed. Source data are provided as a Source data File.

### Deletion of Wtap and Mettl14 phenocopy Mettl3 ablation

Although Mettl3 is the catalytic subunit of the methyltransferase complex, deletion of the accessory protein Wtap also abrogates m^6^A methylation^6,20^. We therefore investigated the impact of deleting Wtap in differentiated mast cells. We took advantage of mice with a *Wtap*^*fl/fl*^ conditional allele^20^. We transduced bone marrow cells with a lentivirus expressing a GFP-Cre fusion protein to delete *Wtap* and we measured mast cell activation and proliferation. First, we found that deletion of the *Wtap* gene was efficient, as shown by intracellular staining for the Wtap protein (Fig. 3a). However, deletion of Wtap destabilized Mettl3 expression, that was reduced in *Wtap*-deleted mast cells (Fig. 3b). Consistent with the phenotype observed upon depletion of Mettl3, cells lacking Wtap showed strongly reduced proliferation (Fig. 3c), possibly also linked to the reduced expression of Mettl3. Surprisingly, surface staining to assess the expression of the mast cell markers c-Kit and FcεRIα revealed a strong and significant downregulation of the latter (Fig. 3d), an effect that was not observed upon depletion or deletion of Mettl3 (Supplementary Fig. 3c). This observation points towards some m^6^A-independent effects of Wtap, possibly on mRNA splicing^21,22^ and precluded the detailed analysis of IgE responses, due to the confounding effects linked to the downregulation of the IgE receptor.

**Fig. 3:**
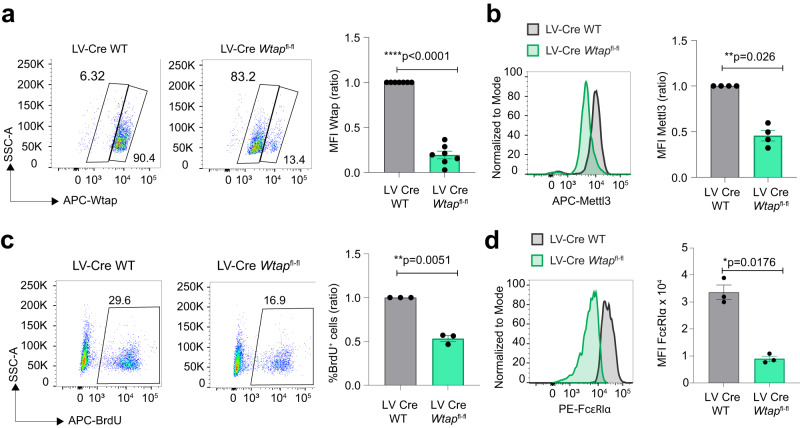
Wtap deficiency impairs mast cell proliferation and FcεRI expression. **a** *Wtap*^*fl/fl*^ bone marrow cells were transduced with a lentiviral vector expressing a GFP-Cre fusion protein, following by sorting of the GFP^+^ cells and intracellular staining to verify Wtap protein depletion. Left, one representative staining for Wtap expression. Right, Wtap mean fluorescence intensity (MFI) in *N* = 7 independent experiments (ratio compared to control samples). Mean ± SD. Paired *t* test, two-tailed. **b** Expression of Mettl3 measured by intracellular staining in cells as in (**a**). *N* = 4 independent experiments. Mean ± SD. Paired *t* test, two-tailed. **c** Proliferation (measured by BrdU incorporation) of cells as in (**a**). Left, one representative experiment. Right, results of *N* = 3 independent experiments (ratio compared to control samples). Mean ± SEM. Paired *t* test, two-tailed. **d** Expression of surface FcεRI in cells lacking Wtap. Left, one representative experiment. Right, results of *N* = 3 independent experiments. Mean ± SEM. Paired *t* test, two-tailed. Source data are provided as a Source data File.

Mettl3 exists as a heterodimer with Mettl14^23,24^. We deleted Mettl14 in mast cells by CRISPR-Cas9 (scheme in Fig. 4a) and we found that, similarly to the Mettl3 knock-out, deletion of Mettl14 led to decreased proliferation and viability (Fig. 4b, c), and increased cytokine expression (Fig. 4d) in mast cells. We also found that deletion of Mettl14 led to reduced Mettl3 expression (Fig. 4e, f). Similarly, deletion of Mettl3 led to reduced Mettl14 expression, while Wtap levels were increased (Supplementary Fig. 4). Virma expression was also modestly increased, albeit not significantly. These results suggest that the m^6^A machinery complex in its entirety is required to maintain mast cell homeostasis and response to stimuli, and that removal of any of its components affects the stoichiometry of the entire complex in an unpredictable manner.

**Fig. 4:**
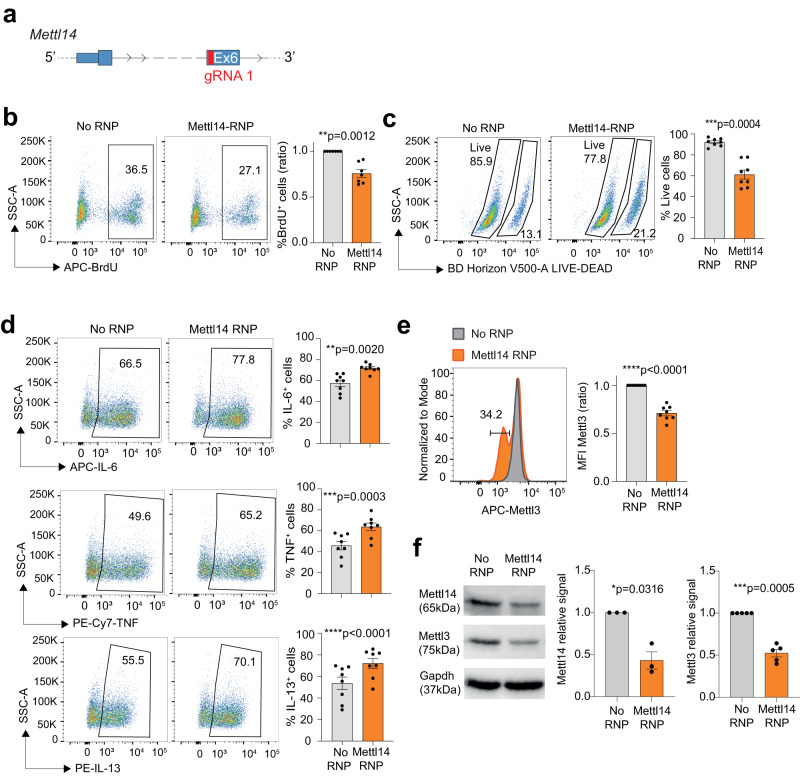
Deletion of Mettl14 phenocopies Mettl3 deficiency. **a** Schematic representation of the *Mettl14* locus with location of the gRNA. **b** Cell proliferation (measured by BrdU incorporation) in mast cells transfected with Mettl14 RNPs. *N* = 7 independent experiments. Mean ± SEM. Paired *t* test, two-tailed. **c** Cell viability in mast cells transfected with Mettl14 RNPs. Each dot represents one experiment. *N* = 8 independent experiments. Mean ± SEM. Paired *t* test, two-tailed. **d** Mast cells transfected with Mettl14 RNPs were stimulated with IgE and antigen complexes and cytokine expression was measured by intracellular staining. *N* = 8 independent experiments. Mean ± SEM. Paired *t* test, two-tailed. **e** Mettl14 depletion induces the loss of Mettl3 expression. Intracellular staining for Mettl3 was performed on mast cells transfected with Mettl14 RNPs. *N* = 8 independent experiments. Mean ± SEM. Paired *t* test, two-tailed. **f** Western blot for Mettl14, Mettl3 and Gapdh as control was performed on mast cells transfected with Mettl14 RNPs. *N* = 3-5 independent experiments. Mean ± SEM. Paired *t* test, two-tailed. Source data are provided as a Source data File.

### Inflammatory transcripts are m^6^A-methylated in stimulated mast cells

To dissect the transcriptome changes that occur in mast cells depleted for Mettl3 we first performed RNA-seq on cells transfected with Mettl3 RNPs (Fig. 5a and Supplementary Data 1). We found that at resting state 214 genes were downregulated and 487 were significantly upregulated in absence of Mettl3 (*p* value≤0.05 and fold change ≥1.5). Downregulated transcripts included *Mettl3* itself and other regulators of mast cell activation and function, such as *Hck*, encoding a Src family kinase involved in the regulation of mast cell activation and cytoskeletal reorganization, and described to positively regulate the proliferation of mast cells^25^. Other prominently downregulated genes included *Cpe*, encoding a carboxypeptidase enzyme, and *Il2ra*, that was already described to be associated to altered mast cell phenotypes in the mouse^26^. Several of the upregulated genes instead encoded regulators of cell proliferation and intracellular trafficking, including the tumor suppressor *Tspan32* and the actin-binding protein *Parvb*, concordant with the phenotypes observed in mast cells lacking Mettl3. Basal levels of expression of the *Tnf* transcript were also increased. Indeed, gene ontology analysis revealed only few significant categories for the downregulated genes, while the upregulated genes were included in categories associated to the cytoskeleton (cell shape, migration, adhesion, intracellular trafficking) and also apoptosis and cell proliferation (Fig. 5b).

**Fig. 5:**
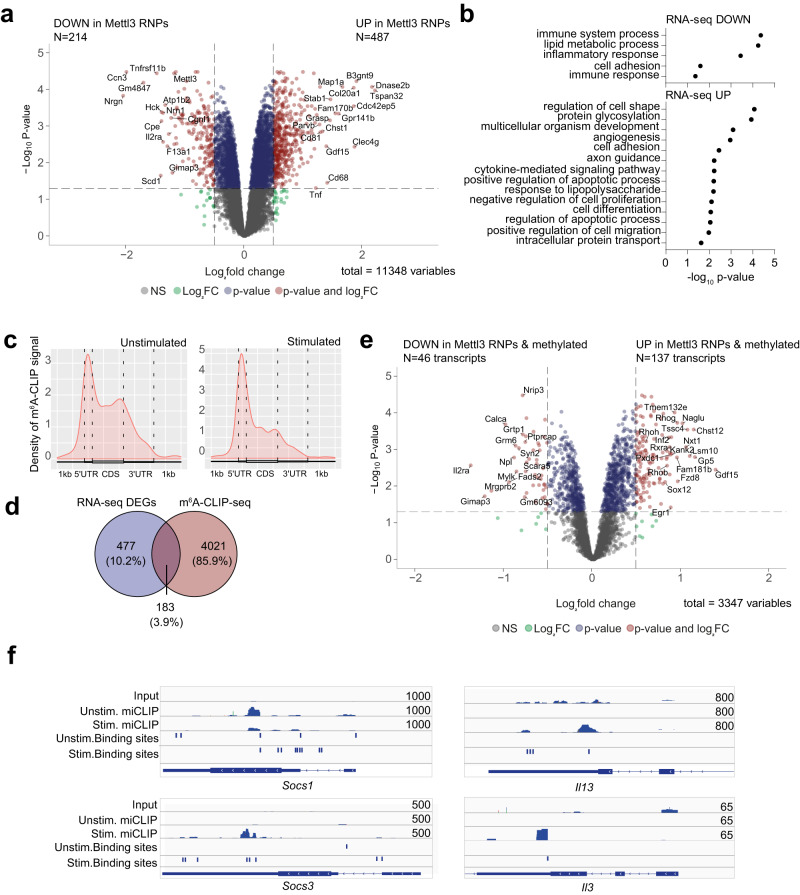
Analysis of transcript methylation and abundance in mast cells. **a** RNA-seq of wild-type and Mettl3-KO BMMCs. *N* = 4 independent biological replicates. RNAseq data were analyzed with DESeq2 R package. Wald test *P* values were then adjusted for multiple testing using Benjamini and Hochberg correction. **b** GO terms associated to down- and up-regulated genes that were differentially expressed. Only categories containing at least 10 genes are shown. **c** miCLIP-seq of mast cells resting or stimulated with PMA and ionomycin. *N* = 3 independent biological replicates. The density of miCLIP signal is shown. **d** Venn diagram showing the overlap between differentially expressed genes (DEGs) identified by RNA-seq in (**a**) and methylated transcripts. **e** Volcano plot of DEGs identified in (**a**) that are also methylated. **f** Integrative Genomics Viewer tracks displaying miCLIP read distribution on representative transcripts. The read coverage is shown for merged biological replicates. The binding sites are identified by PureCLIP analysis incorporated with size-matched input control. Data were prepared from three biological replicates. Source data are provided as a Source data File.

Although some of the dysregulated mRNAs may be direct targets of Mettl3 catalytic activity, the expression of other transcripts may be affected in an indirect manner. To determine which transcripts were specifically methylated in mast cells before or after stimulation, we performed m^6^A-crosslinking, immunoprecipitation and sequencing (miCLIP-seq), which allows the detection of m^6^A at near-nucleotide resolution^27^. The m^6^A enrichment at different parts of the mRNA of all targets, showed corresponding signals throughout the mRNA, and enrichment at the boundary between the coding sequence and the 3’UTR (Fig. 5c). A prominent methylation signal was also observed within the 5’UTR in both resting and activated cells, consistent with the fact that miCLIP-seq also identifies m^6^Am modifications occurring at the first nucleotide of transcripts^27^, which may suggest additional roles in the process of translation. Despite many transcripts being methylated in resting mast cells, there was limited overlap (183 transcripts) with genes differentially expressed upon Mettl3 depletion (Fig. 5d). Within these 183 transcripts, the majority (137) were upregulated upon Mettl3 depletion (Fig. 5e), suggesting that they may include transcripts directly affected in their half-life by the m^6^A modification. These included the transcripts encoding the Rho-related GTP-binding proteins *Rhob, Rhog* and *Rhoh*, which are regulators of a wide variety of cellular processes including actin cytoskeleton reorganization, the *Inf2* gene, involved in actin polymerization and depolymerization, as well as transcriptional regulators (*Egr1, Rxra, Sox12*), metabolic enzymes (*Chst12, Naglu*) and regulators of nuclear-cytoplasmic shuttling (*Nxt1*). Other genes were found to be methylated, but they were not significantly affected by Mettl3 deletion in mast cells. These included the mRNAs encoding the negative regulators of cytokine signaling *Socs1* and *Socs3* (that were found to be increased in T lymphocytes lacking *Mettl3*^28^), suggesting that m^6^A methylation may not be the predominant mechanism of regulation of these transcripts in mast cells. Finally, upon acute stimulation, additional transcripts emerged that were methylated in mast cells, including many inflammatory transcripts such as *Il13*, *Csf1, Tnf, Il6, Csf2, Il3* (Fig. 5f and Supplementary Data 2). Overall, m^6^A methylation by Mettl3 is associated to changes in the expression of genes involved in basic cellular processes.

### Effective gene editing by homology-directed repair in mast cells

Our RNA-seq analysis was performed on cells transfected with RNPs at high efficiency, but still containing a remaining population of untargeted cells. To better investigate the mechanistic impact of Mettl3 on the mast cell transcriptome, we developed a system to allow us to select the cells that successfully underwent *Mettl3* gene deletion within a live mixed population. We therefore resorted to a knock-out/ knock-in approach based on mechanisms of homology-directed repair (HDR). We designed a reporter construct to be used as donor DNA template, containing a ZsGreen reporter gene followed by a polyA-STOP cassette and flanked by homology arms of ~400 bp in length, targeting either the *Kit* (exon 2) or *Mettl3* (exon 1) gene (Supplementary Fig. 5a). The donor plasmid was either directly co-transfected together with RNPs, or it was used as a template to generate single-stranded DNA (ssDNA), that was then transfected with Cas9 RNPs. When targeting the *Kit* gene, we found that ssDNA provided more efficient and reproducible gene deletion, while at the same time correctly inserting the reported ZsGreen cassette in ~11% of the cells (Supplementary Fig. 5b). To confirm insertion specifically within the *Kit* locus, we sorted ZsGreen^+^ c-Kit^–^, ZsGreen^–^ c-Kit^–^ and ZsGreen^–^ c-Kit^+^ cells and we extracted the genomic DNA. No ZsGreen^+^ c-Kit^+^ cells could be sorted in sufficient numbers, suggesting that very few cells, if any, inserted the ZsGreen reporter cassette on one allele while at the same time retaining one wild-type allele, and that the most frequent event was the deletion of the *Kit* gene on both alleles. Analysis of the genomic DNA using PCR primers located across the expected region of recombination confirmed the presence of the ZsGreen-polyA-STOP cassette within the *Kit* locus only in ZsGreen^+^ c-Kit^–^ cells (Supplementary Fig. 5c). Next, we repeated the same knock-out/ knock-in procedure to delete the *Mettl3* gene while at the same time inserting the reporter cassette. We found that after transfection ~5% of the cells expressed ZsGreen (Supplementary Fig. 5d), and that the ZsGreen^+^ cells had increased cytokine expression by intracellular staining, a phenotype consistent with the one initially observed in *Mettl3*-depleted cells (Supplementary Fig. 5e). However, the low percentage of correctly targeted cells limited the possibility of using these cells for further downstream analyses.

To improve the efficiency of genome editing, we added truncated Cas9 target sequences (tCTSs) to the ends of the HDR template (Fig. 6a). This was reported to enable shuttling of the template to the cell nucleus, enhancing HDR efficiency^29^. Cas9 RNPs were further stabilized by the addition of polyglutamic acid^29^. Upon transfection of mast cells, the combination of these improvements led to a 6.8-fold increase in *Mettl3* gene targeting efficiency (from ~5% to ~34% ZsGreen^+^ cells) (Fig. 6b). To confirm specific deletion of the correct gene, we sorted the ZsGreen^+^ population from cells transfected with the *Kit*-targeting template (c-Kit KO cells) and *Mettl3*-targeting template (Mettl3 KO cells). Staining for Mettl3 confirmed ablation of the Mettl3 protein in Mettl3 KO cells, compared to c-Kit KO cells, and vice versa (Fig. 6c). Consistent with our previous results, Mettl3 KO cells showed significant increased expression of inflammatory cytokines and reduced proliferation (Fig. 6d, e), establishing a role for Mettl3 in modulating basal cell growth and in restraining mast cell responses upon stimulation with IgE and antigen.

**Fig. 6:**
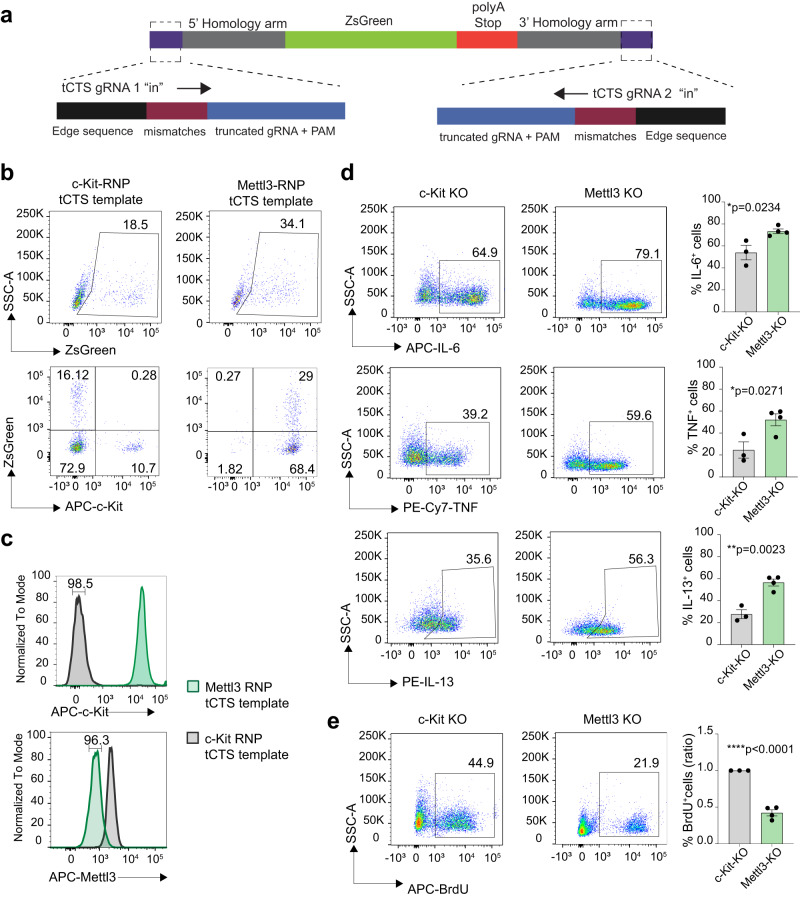
Efficient gene replacement with truncated Cas9 target sequences templates in mast cells. **a** Schematic representation of the tCTS HDR template used for gene replacement. **b** Mast cells were transfected with *Kit*- or *Mettl3*-targeting RNPs together with the tCTS template as in a). Expression of c-Kit and ZsGreen was measured 72 h after transfection. Representative of *N* = 6 experiments. **c** Cells transfected as in b) were sorted for ZsGreen and the expression of Mettl3 protein measured by intracellular staining. Representative of *N* = 3 experiments. **d** Cells as in (**c**) were stimulated with IgE-antigen complexes and cytokine expression was measured by intracellular staining. Left, one representative experiment. Right, *N* = 3-4 independent experiments. Mean ± SEM. Unpaired *t* test, two-tailed. **e** BrdU incorporation in cells as in (**c**). Left, one representative experiment. Right, *N* = 3-4 independent experiments. Mean ± SEM. Unpaired *t* test, two-tailed. Source data are provided as a Source data File.

### Mettl3 deficiency affects the expression of inflammatory transcripts

Expression of inflammatory cytokines is central to the outcome of immune responses. Since we found that cytokine transcripts were m^6^A-methylated in stimulated mast cells (Fig. 5f and Supplementary Data 2), to further investigate the mechanism(s) underlying the phenotype observed in the absence of Mettl3 on inflammatory responses, we sorted c-Kit KO and Mettl3 KO cells generated using tCTS-HDR constructs, and we performed gene expression analysis using the NanoString “myeloid innate immunity” panel in cells either stimulated with IgE and antigen for 4 h or left resting (Supplementary Data 3), therefore complementing our RNA-seq dataset obtained from unstimulated cells. 

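Both groups were primary mast cells differentiated from mouse bone marrow and edited with Cas9, at Kit in the c-Kit KO cells and at Mettl3 in the Mettl3 KO cells, so that the c-Kit KO cells served as the edited control. RNA from 12 samples was counted, with 3 biological replicates each of unstimulated c-Kit KO, stimulated c-Kit KO, unstimulated Mettl3 KO and stimulated Mettl3 KO cells. Stimulation lasted 4 h, with 1 µg/ml IgE and 0.2 µg/ml of the antigen HSA-DNP, which crosslinks the IgE held by its receptor on the mast cell surface. In this assay, 40 ng of total RNA is hybridized to probes that carry a fluorescent barcode for each target mRNA, and single barcodes are counted without reverse transcription or amplification. The panel has 768 probes, of which 734 detect endogenous mRNAs of myeloid innate immunity, 20 detect housekeeping mRNAs, 6 are positive controls for spiked-in RNA and 8 are negative controls without a target in the sample.

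The authors deposited the barcode count of each probe in each sample, without normalization, and for the 754 endogenous and housekeeping probes 0 of the counts differed from those in Supplementary Data 3. Endogenous probes received between 504238 and 655936 counts per library in unstimulated c-Kit KO cells (median 625496) and between 531503 and 651703 in stimulated c-Kit KO cells (median 625150). Totals in Mettl3 KO cells ran from 571089 to 726601 without stimulation (median 618014) and from 597937 to 737910 with it (median 677499). The 10 genes with the most counts took between 50.6% and 68.5% of each library. Negative control probes had a mean of 7.13 to 22.8 counts per library, which sets the background below which an mRNA was not detectable. Positive control counts had a geometric mean of 738 and 768 in the 2 c-Kit KO libraries of replicate 1, against 1195 to 1706 in the other libraries. The stimulated Mettl3 KO sample of replicate 3 carries the replicate number 5 in Supplementary Data 3, and is replicate 3 here. Replicates differed beyond counting noise in every group, with a chi-square statistic per degree of freedom between 23.8 and 232.

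From these counts, each library was scaled by the geometric mean of its 20 housekeeping probes, after the housekeeping normalization that nSolver, the software of the study, offers. The 545 endogenous genes with at least 20 counts in at least 3 of the 12 libraries were tested in 1 model of all 4 groups with edgeR's quasi-likelihood test. Calls are given at a Benjamini-Hochberg adjusted p under 0.05 and at the paper's thresholds. Those are an unadjusted p of at most 0.05 and a fold change of at least 1.5. Only these cutoffs are the paper's, while its legend of Fig. 7 names a t test. The same replicate numbers recur in all 4 groups. Deviations of single libraries from their group means correlated across the 545 genes with a mean r of 0.33 between libraries of the same number. Between libraries of different numbers it was -0.17, which nearly follows from the first value, as deviations were taken from group means. Results with the replicate number as a block therefore stand beside those without it.

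Mettl3 has no probe on the panel, and Kit is the only edited gene with one. The Kit probe lies downstream of the edited exon, so edited Kit mRNA could still be counted. Kit counts therefore cannot decide whether a label is right. The paper reports loss of the targeted protein in sorted cells by staining (Fig. 6c), without saying whether these samples were stained. Kit lies on chromosome 5 of GRCm39 from 75735576 to 75817404, and its probe sits at position 4275 of its RefSeq transcript, while exon 2, the target of both Kit guides, spans bases 204 to 476 of the 5263-base transcript Kit-204. Normalized Kit counts in replicates 1, 2 and 3 were 1856, 2856 and 2826 in unstimulated libraries labelled c-Kit KO, and 4057, 2533 and 2456 in unstimulated libraries labelled Mettl3 KO. After stimulation they were 1159, 1613 and 738 in libraries labelled c-Kit KO, and 1845, 1771 and 1550 in libraries labelled Mettl3 KO. Kit mRNA was therefore lower in the library labelled c-Kit KO in 3 of 3 stimulated pairs but in 1 of 3 unstimulated pairs. Those of replicates 2 and 3 went the other way, with log2 differences of -0.17 and -0.20 (Mettl3 KO minus c-Kit KO). The log2 fold change of libraries labelled Mettl3 KO over libraries labelled c-Kit KO was 0.26 without stimulation (standard error 0.31, adjusted p = 0.997) and 0.56 with it (standard error 0.32, adjusted p = 0.460), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.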

IgE and antigen complexes induced the expression of many inflammatory cytokines and chemokines in both c-Kit KO and Mettl3 KO cells, as expected (Fig. 7a, b). 

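In libraries labelled c-Kit KO, 104 of the 545 genes changed with stimulation at an adjusted p under 0.05, of which 66 rose and 38 fell, and 184 passed the paper's thresholds, 103 of them higher. In libraries labelled Mettl3 KO, 176 genes changed at an adjusted p under 0.05, with 117 higher and 59 lower, and 227 passed the paper's thresholds, 142 of them higher. With the replicate number as a block, whose check gave a mean r of 0.33 for libraries of the same number, the counts at an adjusted p under 0.05 were 157 and 231. The count for libraries labelled c-Kit KO moved most, to 8 genes, with limma without moderation on only the groups compared and no filter, an alternative chosen after seeing the data. Kit counts, which cannot decide whether a label is right, ran against the labels in unstimulated replicates 2 and 3. These directions hold for the libraries as labelled.

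The gene with the smallest p in both genotypes was Crabp2, a retinoic acid binding protein gene on chromosome 3 of GRCm39 from 87855973 to 87860683. Its normalized count rose from 5.38 ± 2.65 to 508 ± 297 (SD, n = 3) in libraries labelled c-Kit KO and from 8.62 ± 5.01 to 639 ± 61.7 (SD, n = 3) in libraries labelled Mettl3 KO. The log2 fold changes were 6.51 (standard error 0.59, adjusted p = 7.48e-05) and 6.24 (standard error 0.57, adjusted p = 8.46e-05) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the unstimulated counts lay under the background of the negative controls. Over 15 alternative ways of processing the counts they ran from 4.48 to 11.9 and from 4.88 to 12.3. Their size therefore depends on the processing beyond these standard errors. Nfil3, on chromosome 13 from 53121245 to 53137010, rose from 79.7 ± 17.8 to 651 ± 219 normalized counts (SD, n = 3) in libraries labelled c-Kit KO and from 93.6 ± 27.0 to 996 ± 188 (SD, n = 3) in libraries labelled Mettl3 KO. The next genes by p, each higher after stimulation in 3 of 3 pairs, were Ccl24, Spry2 and Tnfsf4 in libraries labelled c-Kit KO, with log2 fold changes of 3.05, 2.12 and 2.89. In libraries labelled Mettl3 KO they were Ets1, Pdcd1lg2 and Rgs16, with log2 fold changes of 2.88, 4.15 and 4.50. That of Rgs16 ran from 4.18 to 9.45 over the alternatives, and its unstimulated counts lay near the background.

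Among the cytokines, Tnf rose in libraries labelled c-Kit KO by a log2 fold change of 3.10 (standard error 0.99, adjusted p = 0.0473), Il13 by 4.39 (standard error 0.80, adjusted p = 0.00319) and Il6 by 1.92 (standard error 0.47, adjusted p = 0.0169), each in 3 of 3 pairs, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The same test gave 6.17 for Tnf (standard error 1.13, adjusted p = 0.00165), 5.95 for Il13 (standard error 0.86, adjusted p = 0.000524) and 3.15 for Il6 (standard error 0.49, adjusted p = 0.000652) in libraries labelled Mettl3 KO, after Benjamini-Hochberg adjustment. In libraries labelled c-Kit KO, 7 of the 15 alternatives gave an adjusted p under 0.05 for Tnf, against 14 each for Il13 and Il6. Csf2 and Il3 rose in libraries labelled c-Kit KO by 5.38 and 2.62 on the log2 scale. Unstimulated raw counts of Csf2 there were 5, 19 and 13, against negative control means of 7.13, 17.8 and 18.8. Over the 15 alternatives its rise ran from 4.14 to 9.83, so its size depends on the processing. Il2 did not change there beyond the spread between replicates, with a log2 fold change of 0.83 (standard error 0.74).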

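Without stimulation, libraries labelled Mettl3 KO and libraries labelled c-Kit KO differed in 0 of the 545 genes at an adjusted p under 0.05, where the smallest adjusted p was 0.997 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At the paper's thresholds 7 genes differed, 4 higher and 3 lower in libraries labelled Mettl3 KO. The replicate number as a block, with a mean r of 0.43 between unstimulated libraries of the same number, gave 0 genes at an adjusted p under 0.05 and 11 at the paper's thresholds. Leaving out replicate 3 moved this count most, to 28 genes. In this comparison Kit counts were lower in the library labelled c-Kit KO in replicate 1 only.

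The IgE receptor genes Fcer1a, on chromosome 1 of GRCm39 from 173048851 to 173054781, and Ms4a2, on chromosome 19 from 11592887 to 11601083, encode its alpha and beta chains. Normalized Fcer1a counts were 76073 ± 14619 (SD, n = 3) in unstimulated libraries labelled c-Kit KO and 91709 ± 32592 (SD, n = 3) in those labelled Mettl3 KO, a log2 fold change of 0.27 (standard error 0.41). Ms4a2 had 8292 ± 1388 and 9343 ± 2080.4 normalized counts (SD, n = 3 each), a log2 fold change of 0.17 (standard error 0.32). Both differences were smaller than their standard errors, although both genes were higher in the library labelled Mettl3 KO in 3 of 3 same-numbered pairs, by 0.15, 0.50 and 0.030 for Fcer1a and by 0.21, 0.24 and 0.031 for Ms4a2 on the log2 scale. After stimulation Fcer1a was instead lower in the library labelled Mettl3 KO in 3 of 3 pairs, with log2 differences of -0.88, -0.16 and -0.095 and a log2 fold change of -0.37 (standard error 0.41). That of Ms4a2 was -0.20 (standard error 0.32), lower in 1 of 3 pairs. With the replicate block the unstimulated log2 fold changes were 0.21 and 0.16 (adjusted p = 0.991 for each, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A score over 10 mast cell genes (Fcer1a, Ms4a2, Cpa3, Cma1, Tpsb2, Hdc, Gata1, Gata2, Il1rl1 and Hpgds), the mean of log2(normalized count + 1), was 12.92 ± 0.11 (SD, n = 3) in libraries labelled Mettl3 KO and 12.93 ± 0.16 (SD, n = 3) in those labelled c-Kit KO (exact permutation test, two-sided, p = 1, where 3 libraries against 3 cannot go below 0.1). Within same-numbered pairs the exact test also gave p = 1, with 0.25 as the smallest p possible. With TMM normalization the score differed by -0.097 and was lower in libraries labelled Mettl3 KO in 2 of 3 pairs (exact permutation test, two-sided, p = 0.2).

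Socs1 and Socs3, inhibitors of cytokine signalling, had unstimulated log2 fold changes of -0.32 (standard error 0.37) and 0.08 (standard error 0.40), and that of Socs3 changed sign with TMM normalization, to -0.059. After stimulation Socs3 was higher in the library labelled Mettl3 KO in 3 of 3 pairs, with log2 differences of 0.50, 1.60 and 0.20 and a log2 fold change of 0.80 (standard error 0.39, adjusted p = 0.380 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). That of Socs1 was -0.30 (standard error 0.37), higher in 1 of 3 pairs. Insig1, on chromosome 5 from 28276315 to 28283668, fell from 282 ± 109 to 155 ± 26.3 normalized counts (SD, n = 3 each), a log2 fold change of -0.85 (standard error 0.31, adjusted p = 0.997 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), lower in 3 of 3 pairs. It passed the paper's thresholds here, but not without replicate 1 or without replicate 2, nor with limma without moderation on only the groups compared with no filter, an alternative chosen after seeing the data. Lif, on chromosome 11 from 4207557 to 4222514, had 524 ± 119 and 329 ± 66.7 normalized counts (SD, n = 3 each), a log2 fold change of -0.67 (standard error 0.67). It was lower in 3 of 3 pairs, with log2 differences of -0.75, -1.22 and -0.028, and did not pass the paper's thresholds. Its standard error rests on all 4 groups, and stimulated libraries varied more (990 ± 977 labelled c-Kit KO and 931 ± 741 labelled Mettl3 KO, SD, n = 3 each). With only the groups compared, Lif passed those thresholds (unadjusted p = 0.0358, edgeR's quasi-likelihood test). Of the 15 alternatives, 0 gave an adjusted p under 0.05.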

Direct comparison of c-Kit KO and Mettl3 KO mast cells revealed that Mettl3 targeting did not substantially affect mast cell identity or activation state (Fig. 7c), as shown also by the largely unaltered expression of immune-related transcripts by RNA-seq in the absence of stimulation. Concordant with the fact that the most established functional outcome of m^6^A is the destabilization of the methylated transcripts^9^, we observed that most differentially expressed inflammatory transcripts were upregulated in stimulated mast cells in the absence of Mettl3, and only very few were downregulated (Fig. 7d). 

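Between stimulated libraries labelled Mettl3 KO and stimulated libraries labelled c-Kit KO, 77 of the 545 genes passed the paper's thresholds, with 71 higher and 6 lower in libraries labelled Mettl3 KO. Adjusted for the number of genes tested, p was under 0.05 for 5 genes, all of them higher. These were Il2, Gem, Il3, Timp3 and Ccr3, with log2 fold changes of 5.08, 3.29, 3.99, 2.46 and 2.41, each higher in 3 of 3 same-numbered pairs. With the replicate number as a block, 105 genes passed the paper's thresholds, 94 higher and 11 lower, and 2 genes had an adjusted p under 0.05. Stimulated libraries of the same number but different genotype had a mean r of 0.34. The adjusted count moved most, to 46 genes, with the block and without the stimulated Mettl3 KO library whose replicate number differs between the labels and Supplementary Data 3. Over all 545 genes the median log2 fold change was 0.20. With TMM normalization, which brings that median to 0.02, 59 genes passed the paper's thresholds, 47 higher and 12 lower. In these stimulated libraries Kit was lower in the library labelled c-Kit KO in every pair.

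The 26 genes of Fig. 7e all had higher means in stimulated libraries labelled Mettl3 KO, with log2 fold changes from 1.24 to 5.08 and a median of 2.11. Of the 26, 23 passed the paper's thresholds, 22 had p under 0.05 when adjusted over the list alone, and 4 when adjusted over all 545 genes. As the list was drawn from these counts, the first of these adjustments is no separate check. The difference was not even across replicates. The median log2 difference of the 26 genes was 2.66 in replicate 1 and 2.73 in replicate 2, with 26 genes higher in each, and 0.29 in replicate 3, with 22 genes higher.

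**Figure D1:**
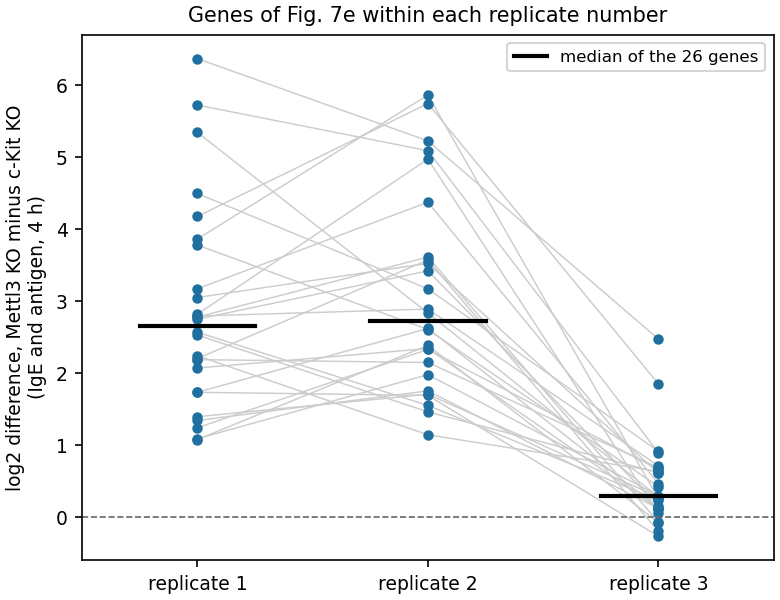
Log2 difference of housekeeping-normalized counts between the stimulated library labelled Mettl3 KO and the stimulated library labelled c-Kit KO (vertical axis) within each replicate number (horizontal axis), 1 point per gene of Fig. 7e joined across replicates, with the median of the 26 genes as a bar. The points run from 1.08 to 6.37 in replicate 1, from 1.14 to 5.86 in replicate 2 and from -0.27 to 2.47 in replicate 3.

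Whether the response to stimulation itself differed between genotypes was tested with an interaction term over all 12 libraries. At an adjusted p under 0.05 it called 0 genes, with 0.557 as the smallest adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 22 genes passed the paper's thresholds, all with a larger rise in libraries labelled Mettl3 KO. With the replicate block it also called 0 genes, with 0.137 as the smallest adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the 33 genes then past the paper's thresholds, 30 had a larger rise in libraries labelled Mettl3 KO and 3 a smaller one. The paper sets the larger number of upregulated than downregulated transcripts beside the destabilization of methylated transcripts, which it describes as the most established functional outcome of m6A.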

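Tnf lies on chromosome 17 of GRCm39 from 35418357 to 35420983, on the minus strand. After stimulation its normalized count was 433 ± 407 (SD, n = 3) in libraries labelled c-Kit KO and 3940.3 ± 3925 (SD, n = 3) in libraries labelled Mettl3 KO, a log2 fold change of 3.19 (standard error 0.97, adjusted p = 0.170 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The differences within same-numbered pairs were 3.17, 4.37 and 0.46 on the log2 scale, and the replicate block gave 2.82 with an adjusted p of 0.127 from edgeR's test after Benjamini-Hochberg adjustment. Il13, on chromosome 11 from 53522151 to 53525529, had 1419.7 ± 1049.8 and 7660.4 ± 4589 normalized counts (SD, n = 3 each), a log2 fold change of 2.43 (standard error 0.73, adjusted p = 0.167). Within pairs its log2 differences were 2.82, 4.97 and 0.05, and the block gave 2.45 (adjusted p = 0.181) in edgeR's test with Benjamini-Hochberg adjustment. Il6, on chromosome 5 from 30218112 to 30224979, had 2939 ± 618 and 7555 ± 4842 normalized counts (SD, n = 3 each), a log2 fold change of 1.36 (standard error 0.46, adjusted p = 0.202). Its log2 differences within pairs were 1.08, 2.38 and -0.08, and the block gave 1.16 (adjusted p = 0.131) in edgeR's test with Benjamini-Hochberg adjustment. Each of these genes passed the paper's thresholds and none passed an adjusted p of 0.05 with or without the block. With the block and without the stimulated Mettl3 KO library numbered 5 in Supplementary Data 3, the adjusted p was 0.00869 for Tnf, 0.0579 for Il13 and 0.0109 for Il6, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without replicate 3 it was under 0.05 for all 3 genes in the same test. Of the 15 alternatives, 2 gave an adjusted p under 0.05 for each of these genes, the second for Il13 being DESeq2. In replicate 3 the difference between the stimulated libraries was the smallest for all 3 genes. Without stimulation the log2 fold changes were 0.12 for Tnf, 0.87 for Il13 and 0.13 for Il6, each within the spread between replicates. Among the 15 alternatives, that of Tnf changed sign with TMM normalization (-0.048), DESeq2's size factors (-0.012) and limma, moderated or not (-0.0040). Without replicate 2 it was -0.45 for Tnf and -0.10 for Il6.

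**Figure D2:**
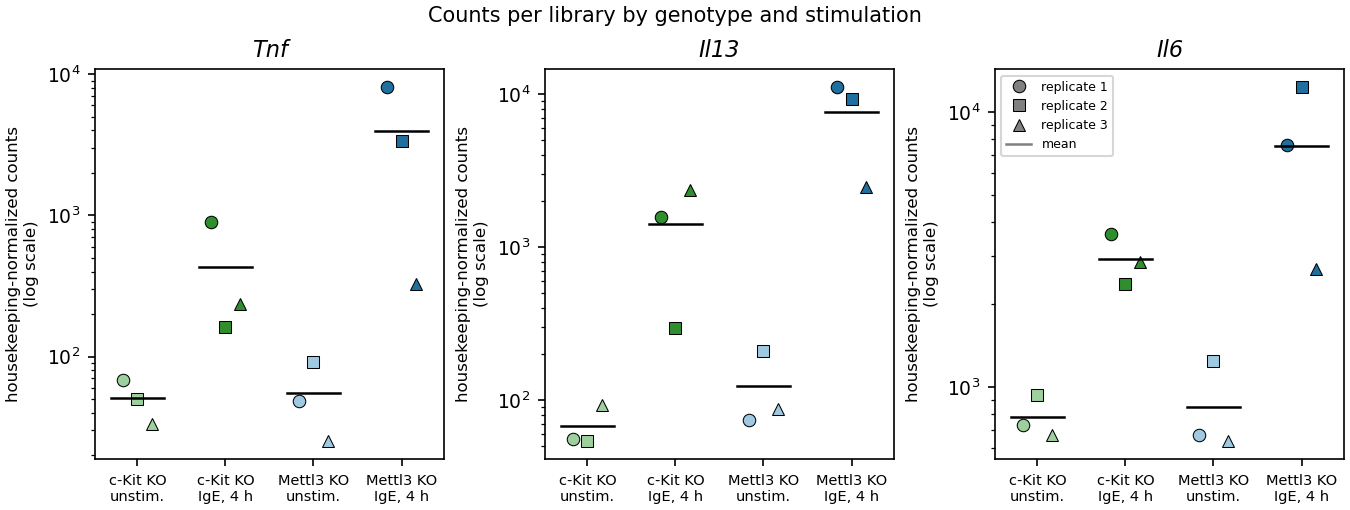
Housekeeping-normalized counts (vertical axis, log scale) of Tnf, Il13 and Il6 in the 12 libraries, grouped by the genotype in their labels and by stimulation, with a marker for each replicate and a bar at the mean of 3. After stimulation, replicate 3 labelled Mettl3 KO had 324 counts of Tnf, 2463 of Il13 and 2699 of Il6, against 235, 2378 and 2845 in replicate 3 labelled c-Kit KO.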

Among the most differentially expressed genes were many transcripts encoding for cytokines and chemokines, including *Tnf*, *Il13* and *Il6*, a result consistent with the increased expression of the corresponding cytokines observed by intracellular staining in cells lacking Mettl3. Other upregulated cytokines included *Csf2*, *Il3* and *Il2* (Fig. 7e), although the latter was expressed at only very low levels in unstimulated cells. 

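Csf2 and Il3 are neighbours on chromosome 11 of GRCm39, Csf2 from 54138097 to 54140493 and Il3 from 54156129 to 54158103. Stimulated libraries labelled Mettl3 KO had 5103 ± 3532 normalized counts of Csf2 (SD, n = 3), against 567 ± 544 (SD, n = 3) in those labelled c-Kit KO. Its log2 fold change was 3.17 (standard error 1.05, adjusted p = 0.198) without the replicate block and 2.85 (adjusted p = 0.228) with it, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Il3 had 2465 ± 1564 against 154 ± 91.9 normalized counts (SD, n = 3 each). Its log2 fold change of 3.99 (standard error 0.76, adjusted p = 0.0387) became 3.77 with the block (adjusted p = 0.0736), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Il2, on chromosome 3 from 37174672 to 37180108, had 557 ± 396 against 16.2 ± 7.78 normalized counts (SD, n = 3 each), a log2 fold change of 5.08 (standard error 0.73, adjusted p = 0.00893) without the block and 4.81 (adjusted p = 0.00837) with it, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the 15 alternatives, 1 gave an adjusted p under 0.05 for Csf2, 9 for Il3 and 10 for Il2. Each of the 3 genes was higher in the library labelled Mettl3 KO in 3 of 3 stimulated pairs, where Kit was lower in the library labelled c-Kit KO. The pair of replicate 3 had the smallest difference, with log2 values of 0.25 for Csf2, 1.85 for Il3 and 2.47 for Il2.

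Il2 stayed close to the background outside stimulated libraries labelled Mettl3 KO. Unstimulated libraries had 9.09 ± 0.83 normalized counts (SD, n = 3) when labelled c-Kit KO and 20.2 ± 10.8 (SD, n = 3) when labelled Mettl3 KO. In stimulated libraries labelled c-Kit KO its raw counts were 7, 22 and 26, against negative control means of 11.5, 19.6 and 20.3, so the size of its fold change depends on the treatment of background. Subtracting the background raised the log2 fold change to 7.78, but the adjusted p of Il2 was then 0.0884 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, no longer under 0.05.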

*Serpine1* encodes for a protein known to induce mast cell-dependent airway inflammation and tissue remodeling in a mouse model of asthma^30^, further highlighting a role for Mettl3 in restraining mast cell inflammation. 

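The genes of Fig. 7f are Mif, Tyrobp, P2rx1 and Calr. All 4 had lower means in stimulated libraries labelled Mettl3 KO than in those labelled c-Kit KO, with a median log2 fold change of -0.61, and each was lower in 3 of 3 same-numbered pairs, in which Kit followed the labels. Mif, on chromosome 10 of GRCm39 from 75695187 to 75696122, had 292 ± 33.2 against 515 ± 179 normalized counts (SD, n = 3 each), a log2 fold change of -0.82 (standard error 0.30, adjusted p = 0.228 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 4 genes, Mif alone passed the paper's thresholds. Tyrobp, on chromosome 7 from 30113170 to 30117010, had 2109 ± 487 against 3246 ± 441 normalized counts (SD, n = 3 each), a log2 fold change of -0.62 (standard error 0.31). P2rx1, on chromosome 11 from 72889875 to 72906026, had 187 ± 36.8 against 281 ± 61.6 (SD, n = 3 each), a log2 fold change of -0.59 (standard error 0.29). Calr, on chromosome 8 from 85567946 to 85573667, had 5991 ± 602 against 7354 ± 751 (SD, n = 3 each), a log2 fold change of -0.30 (standard error 0.23). Adjusted over the 4 genes or over all genes tested, 0 had p under 0.05. With the replicate number as a block, 3 of the 4 passed the paper's thresholds, 3 had p under 0.05 when adjusted over the list, and 0 when adjusted over all genes. DESeq2 moved that last count most, to 1 gene.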

Very few genes were downregulated in Mettl3 KO cells, and only modestly (Fig. 7f). The differential expression of some of the upregulated genes was validated in independent samples (Fig. 7g). 

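The paper's list of miCLIP sites in stimulated mast cells, as part of Supplementary Data 2, was read for its 1999 highest-scoring sites in 1121 genes, with a lowest score of 22.3. A further 5594 sites of lower score were not analysed here, so each share is a lower bound for genes with a site of any kind on the full list. The odds ratio and p values below concern only genes with a site in this part. They cannot decide whether the shares would differ with the full list, as the sites left out could fall more often in either group. These sites were mapped by the authors in cells stimulated with PMA and ionomycin. Among the 71 genes past the paper's thresholds and higher in stimulated libraries labelled Mettl3 KO, 66 had a mean of at least 20 counts in stimulated libraries and entered the comparison. A site was listed for 21 of the 66 (31.8%), against 52 of the 408 other genes detected in stimulated cells (12.7%), an odds ratio of 3.18 (Fisher's exact test, two-sided, p = 0.000312). With calls from the replicate block the share was 25 of 88 (28.4%), against 48 of 386 other genes (Fisher's exact test, two-sided, p = 0.00047). The share moved most, to 2 of 5 genes (40.0%), when only genes with an adjusted p under 0.05 were counted (Fisher's exact test, two-sided, p = 0.171). Random lists of genes matched on mean count, drawn 10000 times in 10 bins of expression, had a median share of 18.2%, and 0.16% of them reached the observed share.

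Of the 26 genes of Fig. 7e, 13 had a site in this part of the list. A site counted wherever it lay in a gene, and the paper states that miCLIP also finds m6Am at transcript starts. Sites in the 5′ UTR could therefore be m6Am, which was not set apart here. Tnf, Ccl7, Csf1 and Timp3 had only 5′ UTR sites, and Gch1 only 5′ UTR and intron sites. Tnf had 1 in its 5′ UTR at position 35420981 of chromosome 17, with a score of 34.7. The annotated 5′ end of this gene is at 35420983. Il13 had 1 in its 5′ UTR at position 53525478 of chromosome 11, with a score of 99.97, and 1 in its 3′ UTR at position 53522828, with a score of 40.2. Il3 had 1 in its 3′ UTR at position 54156218 of chromosome 11, with a score of 36.7. Atf3 had 4 sites in its 3′ UTR on chromosome 1. The scores are the authors' own, and the annotation is that of GRCm39.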

Importantly, of the 45 most upregulated genes in stimulated Mettl3 KO cells, 26 (57%) were found to be methylated, as determined by miCLIP-seq (red asterisks in Fig. 7e). These data suggest an important role for m^6^A methylation in downmodulating the expression of inflammatory transcripts in mast cells.

**Fig. 7:**
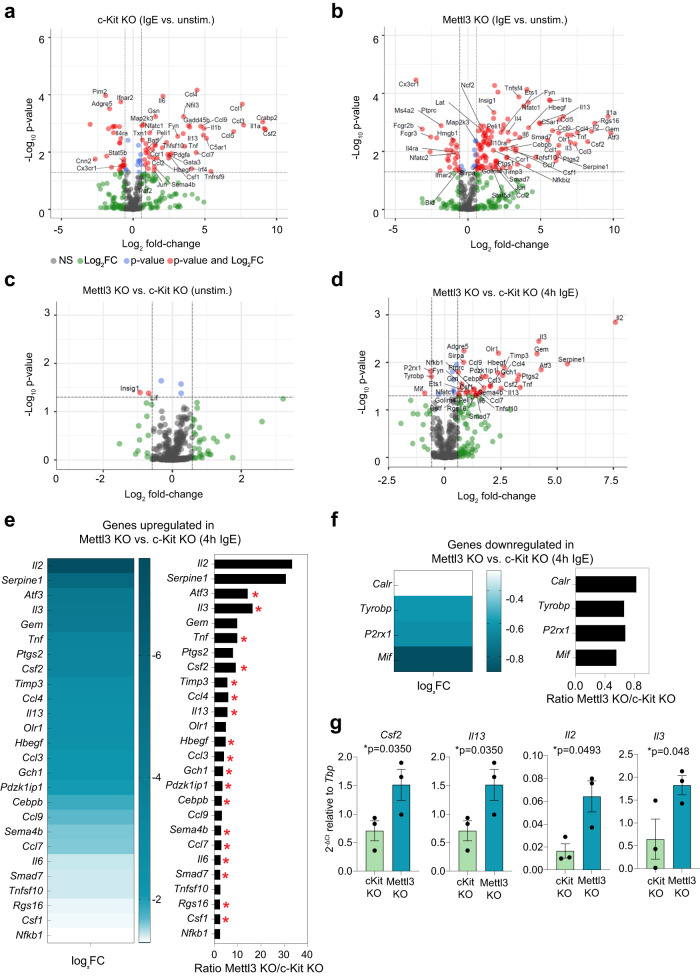
Mettl3 modulates the expression of inflammatory transcripts in mast cells. **a**–**d** Cells lacking either c-Kit or Mettl3 expression were stimulated with IgE+antigen complexes and the expression of inflammatory transcripts was measured using the Nanostring Myeloid Innate Immunity Panel. Shown are individual scatter plots comparing unstimulated and stimulated c-Kit KO and Mettl3 KO cells. *N* = 3 independent biological replicates. Two-tailed *t* test, without further *p* value adjustment. **e** Genes that are most differentially expressed (upregulated in absence of Mettl3) between stimulated c-Kit KO and Mettl3 KO cells. Both the log_2_ fold-change (FC) and the ratio are shown. The red asterisks indicate transcripts that were found to be methylated by miCLIP-seq in stimulated mast cells. **f** Genes that are most differentially expressed (downregulated in absence of Mettl3) between stimulated c-Kit-deleted and Mettl3-deleted cells. Both the log_2_FC and the ratio are shown. **g** Validation of gene expression results using an independent set of experiments. *N* = 3, each dot represents one experiment. Mean ± SEM. Paired *t* test, two-tailed. Source data are provided as a Source data File.

### Mettl3 directly targets inflammatory transcripts and modulates their stability

Next, we asked whether the effect of Mettl3 on cytokine expression was direct. We cloned the 3’UTR of *Il13*, *Il6* and *Tnf* downstream a luciferase reporter gene. Co-transfection of the reporter vectors together with a Mettl3 expression plasmid significantly reduced luciferase expression from all constructs (Fig. 8a), pointing towards a direct role for Mettl3 in modulating transcript stability and/or translation. To assess whether the methyltransferase enzymatic activity of Mettl3 was indeed necessary to impact cytokine expression, we mutated the DPPW motif (amino acids 395-398) to APPA, which is known to impair Mettl3 methyltransferase activity^31,32^. Both proteins were highly expressed in transduced mast cells (Fig. 8b). Overexpression of wild-type Mettl3 in mast cells by lentiviral transduction led to the expected reduction in cytokine expression (Fig. 8c, d and Supplementary Fig. 6a). The overexpression of the catalytically inactive APPA mutant showed instead variable effects, likely due to the expression of high basal levels of endogenous wild-type Mettl3, that might be competing with the overexpressed protein for the methyltransferase complex. However, for the most part we observed no significant reduction in cytokine production, suggesting that the catalytic activity of Mettl3 is required to modulate the expression of inflammatory transcripts (Fig. 8c, d). Since the presence of m^6^A in mature, cytoplasmic mRNAs is predominantly associated with reduced stability of the methylated transcripts, we measured the stability of the endogenous *Il13* and *Tnf* transcripts after treatment of wild-type or Mettl3-KO cells with actinomycin D (Fig. 8e). We found that in absence of Mettl3 the stability of both endogenous transcripts was increased, establishing Mettl3 as a key regulator of the expression of inflammatory cytokine in mast cells.

**Fig. 8:**
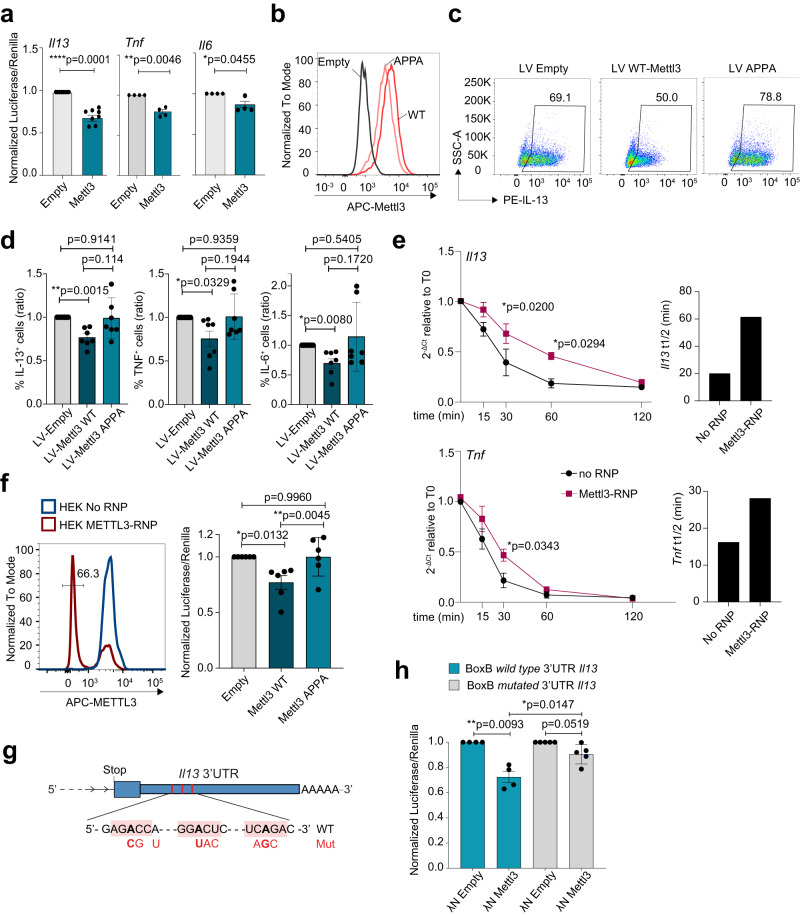
Mettl3 deletion stabilizes inflammatory transcripts in mast cells. **a** HEK293T cells were transfected with luciferase reporter plasmids containing the indicated 3’UTRs, with or without Mettl3. *N* = 4-8, each dot represents one experiment. Mean ± SD. Paired *t* test, two-tailed. **b** Mast cells were transduced with lentiviruses to overexpress either wild-type (WT) or APPA Mettl3. After selection and expansion, protein overexpression was detected by intracellular staining for Mettl3. One representative experiment of *N* = 4. **c**, **d** Cells expressing either wild-type or APPA Mettl3 were stimulated with IgE and antigen complexes and cytokine expression was measured by intracellular staining. *N* = 7 independent experiments. Mean ± SD. Paired *t* test, two-tailed. **e** Mast cells were transfected with Cas9 RNPs to delete Mettl3, after which they were stimulated with IgE and antigen complexes and treated with actinomycin D for the indicated times. Expression of *Il13* and *Tnf* was measured by RT-qPCR and the half-life of the transcripts (t1/2) was calculated. Mean ± SEM. Two-way ANOVA. **f** METTL3-KO HEK293T cells (intracellular staining to show METTL3 deletion in these cells is shown on the left) were transfected with a luciferase reporter plasmid containing the *Il13* 3’UTR, with or without wild-type or APPA Mettl3. *N* = 6, each dot represents one experiment. Mean ± SD. Paired *t* test, two-tailed. **g** Schematic representation of the 3’UTR of the *Il13* mRNA with indicated the three putative DRACH sites that were mutated as shown in red. The “A” nucleotides in bold correspond to the putative methylation site within the DRACH consensus (shaded). Stop: stop codon. **h** METTL3-KO HEK293T cells were transfected with a luciferase reporter plasmid containing the *Il13* 3’UTR with BoxB sites, wild-type or mutated in the DRACH sites, together with λN Mettl3. *N* = 4-5, each dot represents one experiment. Mean ± SD. Paired or unpaired *t* test, two-tailed. Source data are provided as a Source data File.

IL-13 expression and *Il13* transcript stability were strongly affected by Mettl3 deletion or overexpression. To determine if the regulation of IL-13 expression depended on the enzymatic activity of Mettl3 on the 3’UTR of the *Il13* transcript we performed luciferase reporter assays using wild-type Mettl3 or its APPA mutant. Since the variability in cytokine expression observed in mast cells overexpressing the APPA mutant was likely to be due to the presence of high levels of endogenous wild-type Mettl3, we first deleted the endogenous *METTL3* gene in HEK293T cells by CRISPR-Cas9 (Fig. 8f), and then used these cells for luciferase assay. In these conditions of reduced endogenous METTL3 expression, luciferase assays using a reporter construct containing the *Il13* 3’UTR showed reduced expression upon co-transfection of wild-type Mettl3, but not its APPA mutant (Fig. 8f), further suggesting a direct role for the catalytic activity of Mettl3 in modulating *Il13* expression/ stability through its 3’UTR.

Most mammalian mRNAs have four or less sites that are actually methylated, and only in a proportion of mRNA molecules^33^. By miCLIP-seq, we found that the *Il13* transcript contained regions within its 3’UTR that were methylated in murine mast cells. Within these methylated regions, we identified and mutated three putative DRACH motifs (D = G/A/U, R = G/A, H = A/U/C), since they are the potential sites of m^6^A methylation in the *Il13* transcript (Fig. 8g). We then used a tethered reporter construct, containing the 3’UTR of *Il13* followed by 5 box B sites. The box B DNA results in a stem-loop structure in the nascent RNA that is recognized with high affinity by the λ peptide, a 22 amino acids sequence forming the RNA-binding domain of the λ phage antiterminator protein N^34,35^. Such interaction has already been extensively used to tether desired protein activities to the 3’UTR of genes^36,37^. This construct was co-transfected in HEK293T lacking endogenous METTL3 expression, together with a plasmid expressing Mettl3 fused to the λΝ peptide. We found that the expression of λΝ Mettl3 was sufficient to reduce the expression of a reporter containing the wild-type *Il13* 3’UTR. Mutation of the DRACH motifs proximal to the stop codon in any combination was sufficient to ablate the negative effect of Mettl3 transfection on the *Il13* 3’UTR, confirming that the effect of Mettl3 is direct and mediated through the DRACH sites (Fig. 8h). Overall, our findings indicate that Mettl3 restrains IL-13 expression in mast cells by acting directly on the *Il13* 3’UTR in an enzymatic activity-dependent manner.

## Discussion

The role of the mRNA methyltransferase complex in mast cells was so far unexplored. One of most prominent phenotypes that we observed in mast cells lacking Mettl3 was their increased responses to acute stimulation. This was at least in part linked to the direct effect of Mettl3 on the half-life of inflammatory transcripts like *Tnf* and *Il13*. Both TNF and IL-13 are central cytokines that mediate mast cell effector functions and tissue inflammation, as shown in mice lacking either *Tnf* or *Il13* specifically in mast cells^2,38^. Indeed, mast cell-derived TNF was shown to be crucial for neutrophil extravasation and recruitment in various models of skin inflammation^2^. Similarly, mast cell-derived IL-13 in response to mechanical skin injury (scratching) influenced the phenotype of dendritic cells in the skin, inhibiting Th1-type cell responses in models of dermatitis^38^. Understanding how these cytokines are regulated can therefore lead to a better comprehension of mechanisms underlying inflammatory diseases.

By focusing on the 3’UTR of the *Il13* transcript we found that mechanistically the effect of Mettl3 on this transcript was mediated by specific DRACH sites in the 3’UTR and depended on the enzymatic activity of Mettl3. In general, cytokine transcripts can be regulated by multiple RNA-binding proteins (RBPs) in a complex interaction landscape able to provide temporal control to cytokine expression. However, the RBPs involved in the regulation of cytokine mRNA stability are only partially known, and the extent of functional cooperation or interference among the different RBPs in this process is also not fully understood. For instance, expression of TNF is prominently regulated at the post-transcriptional levels by the RBP tristetraprolin (TTP), and whether altered methylation of *Tnf* also affects binding of other RBPs remains to be established. Indeed, the presence of m^6^A reduces the ability of the methylated RNA to form secondary structures, thereby potentially affecting binding of other RBPs, even those that do not recognize m^6^A directly. We found that the m^6^A reader Ythdf2 could be detected as bound to the *Il13* 3’UTR in stimulated cells (Supplementary Fig. 6b–d). However, other RBPs may preferentially bind m^6^A-methylated RNA because of its increased accessibility, rather than m^6^A recognition, making difficult to discern between these different possibilities when studying mRNA:RBPs interactions^8,39,40^. Similar to other systems^20,28^, we found that the transcripts encoding the negative regulators of cytokine signaling *Socs1*, *Socs3* and *Cish* were methylated in mast cells. However, we did not observe the anticipated stabilization of these transcripts upon deletion of Mettl3, suggesting that the m^6^A-mediated mechanisms of regulation of these transcripts are not predominant in mast cells, at least in the absence of acute stimulation.

Consistent with the deletion of Mettl3, ablation of Wtap and Mettl14 also led to reduced mast cell proliferation. This is consistent with observations from other cell types, like T lymphocytes. In these cells, both Wtap and Mettl3 deficiency impaired Treg functionality, causing colitis^20^. However, the reduction of surface FcεRI expression appeared to be Wtap-specific. Wtap is not only an essential component of the m^6^A RNA methyltransferase complex, but it is also involved in regulating alternative splicing of specific targets (such as genes with short introns and high GC content^21^), possibly in part through its interaction with the Wilm’s tumor 1 (WT1) protein^22^. However, a final answer on the extent of the putative m^6^A-independent functions of Wtap is currently out of reach, since it would require uncoupling the m^6^A-related and -unrelated functions of Wtap. It is also worth to point out that we did not measure global m^6^A changes in each individual experimental setup, therefore it remains possible that levels of m^6^A may be depleted at variable extent depending on the experimental system (RNAi, CRISPR-Cas9 with or without HDR, deletion of Mettl3 vs. Mettl14).

Deletion of Mettl14 phenocopied the effect of deleting Mettl3 in mast cells also in terms of cell survival and cytokine production. However, it also affected the expression of Mettl3 itself, leading to its depletion. The expression of other components of the methyltransferase complex was also affected, suggesting that changes in the stoichiometry of the various components affect the complex in its entirety. Although we were able to show that at least on some transcripts (most notably *Il13*) the effect of Mettl3 is direct and mediated by m^6^A methylation at specific DRACH sites, the effect of deleting especially other components of the complex may be linked, at least in part, to the indirect reduction in Mettl3 expression.

Overall, with this work, we were able to establish the importance of the m^6^A methyltransferase complex in modulating mast cell functions, at least in part mediated by the regulation of cytokine transcript stability. The future challenge will be to perform all the meticulous work required to understand how and why each transcript is bound and regulated by its own ‘constellation’ of RBPs and how these proteins interact with each other to achieve such combinatorial post-transcriptional regulation^41^.

## Methods

### Mice, murine mast cells and human mast cell lines

Bone marrow-derived mast cells (BMMCs) were differentiated from the bone marrow of 6-8 week old C57BL/6 mice by culturing whole bone marrow cells for at least 4 weeks (until the percentage of FcεRIα^+^ c-Kit^+^ cells was ~95%) in the presence of IL-3 (made in-house), as previously described^3,4^. Kit^Wsh/W-sh^ mice lacking mast cells were obtained from The Jackson Laboratory^19^. When indicated, hematopoietic precursors were enriched from the bone marrow by negative magnetic selection using a lineage-cell depletion kit (Miltenyi Biotec). To generate mast cells lacking Wtap, bone marrow from *Wtap*^fl/fl^ mice^20^ were transduced with a lentiviral vector expressing the Cre recombinase fused to an EGFP reporter. EGFP^+^ cells were then sorted for downstream analyses. Peritoneal-derived mast cells (PMCs) were obtained from mouse peritoneal cells isolated by intraperitoneal lavage and enriched for c-Kit expression using magnetic beads (Miltenyi Biotec). Cells were expanded for at least 1 week in the presence of IL-3 and 30 ng/ml recombinant SCF (Peprotech). All animal studies were performed in accordance with Swiss Federal Veterinary Office guidelines and approved by the Cantonal animal experimentation committee, Dipartimento della Sanità e della Socialità Cantone Ticino (authorization number TI10/19). Housing conditions for the animals were 12 h dark/light cycles, 20-24 °C temperature and 50-65% humidity. The HMC-1.1 and 1.2 human mast cell lines were kindly provided by Joseph Butterfield and were cultured as described^42^.

### Mast cell activation

BMMCs and PMCs were stimulated for 4 h with the following: 1 µg/ml IgE-anti DNP antibody (Sigma) and 0.2 µg/ml HSA-DNP (Sigma) or 20 nM PMA (Sigma) and 2 µM ionomycin (Sigma), and/or 0.1 ng/ml recombinant IL-33 (Biolegend). When used in combination, IL-33 and HSA-DNP were added simultaneously. HMC-1.1 and 1.2 cells were stimulated for 4 h with 20 nM PMA and 2 µM ionomycin.

### Flow-cytometry analysis of surface markers and intracellular cytokine staining

Surface staining was performed using the following antibodies: CD117 (c-Kit)-APC or APC/Cy7, FcεRIα-PE, CD11b (Mac-1)-Pacific Blue (all from Biolegend) and Ly-6G (Gr-1)-PE-Cyanine7 (eBioscience). All antibodies for surface staining were used at a dilution of 1:200. For intracellular cytokine staining, cells were stimulated with 1 μg/ml IgE–anti-DNP antibody and 0.2 μg/mL HSA-DNP antigen (both from Sigma) for 3.5 h, with the addition of brefeldin A in the last two hours of stimulation, as previously described^3,4^. The following antibodies were used: IL-6-PE or APC, TNF-α-PE/Cy7 (both from Biolegend) and IL-13-PE (eBioscience). All antibodies used in this study are listed in Supplementary Table 1. Flow-cytometry data were collected on a FACS Symphony A5 or Fortessa (BD Biosciences) and analyzed by FlowJo version 10 (BD Biosciences).

### Intracellular staining for components of the m^6^A complex

Intracellular staining for Mettl3, Wtap and Virma was performed as previously described^20^. Briefly, cells were washed once with PBS and stained with LIVE/DEAD-Fixable Aqua Dead Cell Stain (ThermoFisher Scientific) for 20 min at room temperature. To fix and permeabilize cells, the Foxp3/Transcription Factor Staining buffer (eBioscience) was used according to manufacturer’s instructions. Following permeabilization, cells were incubated 40 min at room temperature with either 4 µg/ml of anti-METTL3 antibody (clone EPR18810, Abcam) or 10 µg/ml of anti-Wtap monoclonal antibody (clone 4A10G9, Proteintech). The anti-Virma antibody (clone D4N8B, Cell Signaling Technology), was used at 0.7 µg/ml. Secondary antibody staining was carried out for 30 min at room temperature using either Alexa Fluor 647 anti-rabbit IgG (H + L) (Sigma) (for Mettl3 and Virma) or Alexa Fluor 647 (or 594) goat anti-mouse IgG (H + L) (ThermoFisher Scientific) (for Wtap staining). All secondary antibodies were used at a 1:400 dilution.

### Degranulation assay

Degranulation assay was performed as previously described^3^. Briefly, 0.5-1.5 ×10^6^ BMMCs were pre-treated with 1 µg/ml IgE-anti DNP antibody overnight at 37 °C. Cells were then resuspended in Tyrode’s buffer (10 mM HEPES, 129 mM NaCl, 5 mM KCl, 15.05 mM BSA, 1.8 mM CaCl_2_, 2 mM MgCl_2_, 5 mM glucose) and stimulated in a 96-well U-bottom plate with 0.2 μg/ml HSA-DNP for 1 h at 37 °C. 20 nM PMA and 2 μM ionomycin were used in parallel as positive control of the stimulation. 10 µl of supernatant were collected in a flat-bottom 96-well plate while cell pellets were lysed in 0.5% Triton X-100 in Tyrode’s buffer. 10 µl cell lysate were collected in a second flat-bottom 96-well plate. 50 μL β-hexosaminidase substrate (4-nitrophenyl N-acetyl-β-D-glucosaminide 4 mM, Sigma) were then added to flat-bottom 96-well plates for 1 h at 37 °C and the reaction was stopped with 150 μL of 0.2 M glycine (pH 10.7). Finally, absorbance was read at 405 nm and the percentage of degranulation was calculated as the ratio between the absorbance of the supernatants on the total absorbance of the supernatants plus cell lysates.

### Reverse-transcriptase quantitative PCR (RT-qPCR)

Total RNA was isolated using TRIreagent (MRC) followed by purification using the Direct-zol RNA mini prep kit (Zymo Research). qScript cDNA SuperMix (Quanta Bioscience) was used for retrotranscription and PerfeCTa SYBR Green FastMix (Quanta Bioscience) was used to amplify target genes. Primer sequences are listed in Supplementary Table 2. qPCR reactions were run on an ABI 7900HT Fast Real-Time PCR system (Applied Biosystems) or a QuantStudio 3 Real-Time PCR System (ThermoFisher Scientific). Data analysis was performed using the 2^-ΔΔCt^ or 2^-ΔCt^ method.

### Cell proliferation and viability

BrdU incorporation assay was used to measure mast cell proliferation using an APC BrdU Flow Kit (BD Bioscience), according to the manufacturer’s instructions and as previously described^3,4^. Cells were left to incorporate BrdU for 8–16 h at 37 °C. For cell viability assay, cells were washed once with PBS and stained with LIVE/DEAD-Fixable Aqua Dead Cell Stain (ThermoFisher Scientific) for 20 min at room temperature.

### Western blots

BMMCs were lysed in RIPA buffer (10 mM Tris-HCl pH 8.0, 1 mM EDTA, 1% Triton X-100, 0.1% sodium deoxycholate, 0.1% SDS, 140 mM NaCl) supplemented with a cocktail of protease inhibitors (Sigma). Protein concentration was measured using a Pierce BCA assay (ThermoFisher Scientific). Protein samples (50 μg) were run on 8% SDS/polyacrylamide gels and blotted on a PVDF membrane using a wet transfer system and a methanol-based transfer buffer (20 mM Tris, 150 mM glycine, 20% methanol). Blocking was performed with 5% milk in TBST (5 mM Tris pH 7.3, 150 mM NaCl, 0.1% Tween-20) for 60 min at room temperature with gentle shaking. Specific for Mettl14 detection, blocking was performed with 5% BSA in TBST. Immunodetection was performed using primary antibodies at a 1:1000 dilution overnight at 4 °C. The specific antibodies used are listed in Supplementary Table 1. This was followed by washing and incubation with the corresponding HRP-conjugated secondary antibody (ThermoFisher Scientific) at a 1:10,000 dilution 1 h at room temperature. Blot development was performed using the ECL Prime Western Blotting Detection Reagent (Amersham) and analyzed with a blot imager (GE, Amersham Imager 680). Protein band intensity was quantified using the ImageJ software, version 1.53e.

### Plasmids

Plasmids were generated using standard cloning techniques. The human *METTL3* gene was subcloned from Addgene vector 53739^23^ into pScalps (Addgene vector 99636)^4^, while the murine *Mettl3* gene was amplified from cDNA obtained from BMMCs, cloned into the pScalps vector and finally tagged with FLAG-HA. To generate the Mettl3-APPA mutant, residues D395 and W399 of Mettl3 were mutated to alanines using the Quick Change II XL site-directed mutagenesis kit (Agilent) according manufacturer’s instructions. The luciferase reporter plasmids containing the full-length 3’UTR of the cytokine genes *Il13*, *Il6* and *Tnf* were generated by PCR using genomic DNA from BMMCs as a template and cloned downstream of the luciferase reporter gene in the pmirGLO dual luciferase vector (Promega). For tethering assays, the lambda (λ) N peptide was cloned at the N-terminus of Mettl3, while 5 box B binding sites were cloned downstream the *Il13* 3’UTR. Five box B sequences were shown to be sufficient to induce a strong effect in reporter constructs^36^. Mutations of the DRACH motifs within the 3’UTRs of *Il13* were introduced using the Quick Change II XL site-directed mutagenesis kit (Agilent) according to manufacturer’s instructions. 

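The 3′ UTR of Il13 lies on the minus strand of chromosome 11 of GRCm39 from 53522151 to 53522894, in exon 4 of the transcript Il13-201. It is 744 bases long counted from 1 at the first base of the stop codon TAA, and holds 14 DRACH motifs. The mutagenesis primers of the paper fall on the 3 motifs nearest the stop codon. Primer 1 removes the motif AGACC, which starts at base 11 (53522880 to 53522884), through A13C, C14G and A16T, where the reference base comes first, then its position and the primer's base. Primer 2 removes GGACT, which starts at base 37 (53522854 to 53522858), through A39T, C40A and T41C, and also carries G62A at its last base, within the motif of primer 3. Primer 3 removes AGACT, which starts at base 61 (53522830 to 53522834), through C60A, A61G and G62C, and further carries T66A, T67A and G71T. Each primer holds 0 DRACH motifs where the reference sequence under it holds 1. Among the 1999 highest-scoring miCLIP sites in the authors' list for stimulated cells, 1 lies in the 3′ UTR of Il13. It is at base 67, 4 bases downstream of the adenosine of the motif of primer 3. The 5594 sites of lower score were not analysed, so the other motifs cannot be said to lack a site. The paper describes methylated regions in this 3′ UTR.

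**Figure D3:**
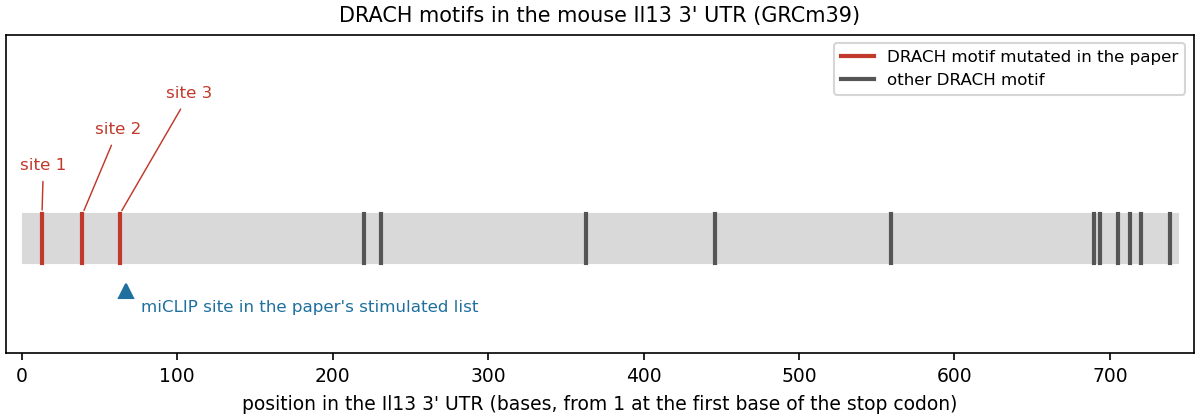
Map of the Il13 3′ UTR (horizontal axis, bases from 1 at the first base of the stop codon), with the 14 DRACH motifs as vertical lines and the 3 mutated ones marked as sites 1 to 3. A triangle marks the miCLIP site found among the 1999 highest-scoring ones, and sites of lower score were not analysed. The mutated motifs start at bases 11, 37 and 61, and the next one starts at base 218.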

The vector expressing the EGFP-Cre fusion protein was generated by subcloning EGFP-Cre from pLV-EGFP-Cre (Addgene number 86805)^43^ into pScalps. To generate the templates for homology-directed repair (HDR) experiments, pBluescript II Ks(+) was used to clone the ZsGreen reporter gene from pLVX-EF1α-IRES-ZsGreen1 (Clontech) followed by the addition of the SV40 PolyA-Stop sequence from the pCAG-b3STOPb3-ZsGreen plasmid (Addgene number 51266)^44^. The resulting vector was then used to clone homologous arm sequences from the *Kit* and *Mettl3* loci, to generate the final donor templates for homologous recombination as previously described^29,45^.

### Lentivirus preparation and mast cell transduction

HEK293T cells were transfected with a lentiviral vector together with the packaging vectors psPAX and pMD2.G (Addgene plasmids 12260 and 12259 by Didier Trono). Lentiviral particles were purified from supernatant of transfected HEK293T cells by sucrose gradient (10 mM Tris-HCl pH 7.5, 100 mM NaCl, 1 mM EDTA, 25% sucrose) followed by ultracentrifugation (2.5 h, 1,000,000 × *g* at 4 °C). Alternatively, viral particles were concentrated using a PEG-8000 solution as described^46^. 25×10^4^ cells were seeded in a 48-well plate and 10-25 µl of virus per transduction were used. After at least 72 h, GFP-expressing cells were sorted using a FACSaria (BD Bioscience) or selected by puromycin (2 μg/ml for 48-72 h).

### siRNA transfection

siRNA transfection was performed using the 100 µl Neon Transfection System Kit (ThermoFisher Scientific). Briefly, 1×10^6^ differentiated BMMCs (week 4-6 of in vitro culture) were washed once with PBS and resuspended in 100 µl of Buffer R. 100 µl of cell suspension were added to 200 pmol of Mettl3 custom siRNA or 200 pmol of siGLO fluorescent oligonucleotide transfection control (all from Dharmacon). SiRNA sequences are listed in Supplementary Table 2. Cells were electroporated with one pulse at 1600V and 30 ms of width. After transfection, cells were kept for 24 h in antibiotic-free cell culture medium prior to downstream analyses.

### Transfection of CRISPR-Cas9 ribonucleoproteins (RNPs)

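For the c-Kit KO and Mettl3 KO cells that received an HDR template, each gene was cut with 2 guide RNAs. Both Kit guides match the coding sequence of exon 2, which spans 75767686 to 75767958 on chromosome 5 of GRCm39 in the transcript Kit-204. The guide AGTCGGGATCAATGCACGTC lies on the minus strand from 75767786 to 75767805, beside the PAM AGG, in the context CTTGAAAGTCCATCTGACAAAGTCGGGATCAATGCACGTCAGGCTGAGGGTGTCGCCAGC. The guide AAAGCCGAGGCCACTCGCAC lies on the plus strand from 75767877 to 75767896, beside the PAM GGG, in the context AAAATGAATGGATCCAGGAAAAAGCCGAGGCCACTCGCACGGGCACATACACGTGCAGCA. Their predicted cuts are 105 bp apart. For Mettl3, the guide GGACACGTGGAGCTCTATCC lies on the minus strand of chromosome 14 from 52542420 to 52542439, beside the PAM AGG, in the coding sequence of exon 1 of Mettl3-201, which spans 52542345 to 52542592. Its context is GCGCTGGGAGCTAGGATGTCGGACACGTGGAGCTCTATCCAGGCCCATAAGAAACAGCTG. The guide GATGGGGTAACCAACAATCG lies on the plus strand from 52542216 to 52542235, beside the PAM AGG, in the intron that follows exon 1, in the context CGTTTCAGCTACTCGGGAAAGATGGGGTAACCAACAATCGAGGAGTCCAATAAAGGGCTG. The 2 Mettl3 cuts are predicted 190 bp apart, and each of the 4 guides has 1 match on its chromosome.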

One or two different crRNAs were selected per gene to be targeted (Supplementary Data 4). 400 pmol of each crRNA were combined with 400 pmol of tracrRNA-ATTO-550 in 10 µl reaction in Nuclease Free Duplex buffer (IDT). Oligonucleotides were subsequently annealed by boiling and cool-down to room temperature to generate gRNA complexes. Cas9 RNPs were prepared immediately before transfection by combining 0.75 µl of each gRNA with 1.5 µl TrueCut Cas9 Protein v2 (5 µg/µl, ThermoFisher Scientific) in a total volume of 3 µl and incubating 20 min at room temperature. Transfection was performed using the 10 µl Neon transfection System Kit (ThermoFisher Scientific). Briefly, 1×10^6^ cells were washed once with PBS and resuspended in 10 µl of Neon electroporation Buffer R. Cells were added to RNPs and incubated 5 min at room temperature. Electroporation was performed using one pulse at 1600V and 30 ms of width for BMMCs, and one pulse at 1700V and 20 ms of width for HEK293T and HMC 1.1 and 1.2 cells.

### T7 endonuclease I assay

Genomic DNA was isolated from 5 × 10^6^ to 10 × 10^6^ mast cells using the DNeasy Blood & Tissue Kit (Qiagen). T7 endonuclease I assay to screen for mutations at selected targeted genes was carried out as previously described^47^. Briefly, PCR primers (Supplementary Table 2) were designed to amplify a DNA fragment of ~1000 bp around the area targeted by the gRNAs using the high fidelity KOD Hot Start DNA polymerase (Novagen). Then, 15 µl of the PCR reaction were denatured and reannealed. Finally, 100 U of T7 endonuclease I enzyme (New England Biolabs) were added to each reaction, incubated at 37 °C for 15 min and run on an agarose gel to assess the extent of digestion of the parental band.

### Preparation of double- and single-strand DNA (dsDNA and ssDNA) templates for homology-directed repair (HDR)

pBluescript plasmids containing a ZsGreen-PolyA-Stop cassette flanked by homologous arms were used to generate templates for HDR. The homology arms corresponded to regions upstream and downstream the gRNA target sites as previously described^45^. These plasmids were either directly electroporated as donors of dsDNA or used as templates to generate ssDNA. To generate ssDNA templates, PCR primers were designed to amplify ~400 bp of homology arms flanking the gRNA target sites. The Guite-it Long ssDNA Production system (TakaraBiotek) was then used according to manufacturer’s instructions. For truncated Cas9 target sequences (tCTS) templates, truncated Cas9 target sequences were added at the ends of the HDR templates by PCR, as previously described^29^. PCR reactions were carried out using the PrimeSTAR Max DNA polymerase (TakaraBiotek) and NucleoSpin Gel and PCR Clean-UP were used to purify PCR amplicons. HDR template were concentrated to 1 µg/µl using a speed-vac concentrator. All HDR template sequences are listed in Supplementary Data 4.

### Gene replacement by CRISPR-Cas9

For gene replacement based on HDR templates, 5 µg of plasmid DNA templates or 1 µg of ssDNA were used. For tCTS PCR templates, 0.75 µl of each gRNA (2 gRNAs in total) were premixed with 150 µg of poly-L-glutamic acid (PGA, Sigma) as previously described^29^. 1.5 µl of TrueCut Cas9 Protein v2 (5 µg/µl, Thermo Fisher Scientific) were then added to the gRNA-PGA complexes and incubated 20 min at room temperature before addition of 750 ng of tCTS PCR template. The different RNP-HDR template complexes were then added to 1×10^6^ cells in buffer R and electroporation was performed using the 10 µl Neon transfection System Kit (ThermoFisher Scientific) using one pulse at 1600V and 30 ms width. When needed, ZsGreen^+^ cells were then sorted using a FACSaria (BD Bioscience).

### Expression of inflammatory transcripts by digital profiling

Cells were either left resting or were stimulated for 4 h with IgE and antigen complexes. Purified RNA (40 ng) was hybridized to the NanoString nCounter Myeloid Innate Immunity Panel codeset for 16 h at 65 °C. Following hybridization, 30-35 µl of sample were added to the nCounter cartridge and analyzed using an nCounter SPRINT Profiler according to manufacturer’s instructions. Data analysis was carried out using the nSolver Advanced Analysis Software v4.0 (NanoString Technologies). Differentially expressed genes were considered significant when *p* value ≤ 0.05 and fold change ≥1.5.

### RNA-sequencing

Differentiated BMMCs were transfected with Mettl3 RNPs (four independent biological replicates). After verifying (by intracellular staining) that a minimum of 70% Mettl3 depletion was achieved, total RNA was extracted using Zymo-Spin IICR columns (Zymo Research). After poly-A mRNA enrichment, sequencing of Tecan Revelo mRNA libraries using Illumina Novaseq 6000 (2 ×50-bp reads) was outsourced to the Next Generation Sequencing Platform at the University of Bern (Switzerland). Quality control was performed using fastqc v.0.11.9 and RSeQC v.4.0.0^48^. Reads were mapped to the reference genome (Mus_musculus.GRCm39.107) using HiSat2 v.2.2.1^49^. Counts were generated using featureCounts v.2.0.1^50^ and corrected for batch effects using the removeBatchEffect function in R^51^. Differential expression analysis was performed using the Omics Playground platform^52^. Gene ontology (GO) analysis was performed using DAVID^53^. Data visualization was performed with RStudio version 4.1 and Integrative Genomics Viewer (IGV) 2.16.0.

### Luciferase assays

HEK293T cells (1×10^6^) were seeded in a 6-well plate. After 24 h, cells were transfected with 3.5 μg of pmirGLO plasmid containing the 3’UTR of *Il13, Il6* or *Tnf* and 1 μg of pScalps-FLAG-HA-Mettl3 or empty control plasmid. After 36-48 h, cells were lysed and analyzed using the Dual-Luciferase Reporter Assay System (Promega) according to the manufacturer’s protocol. Luciferase activity was measured using a GloMax Luminometer (Promega). HEK293T cells lacking METTL3 were also used for luciferase assays when indicated. Briefly, cells were transfected with Cas9 RNPs to delete human *METTL3* using gRNAs listed in Supplementary Data 4. Four days after transfection, and after measuring the extent of METTL3 deletion by intracellular staining ( ~ 60-70% deletion), 1×10^6^ METTL3-KO HEK cells were seeded in a 6-well plate. For tethering assays, 3.5 μg of pmirGLO reporter plasmid containing the 3’UTR of *Il13* with BoxB were co-transfected with 1 μg of λN-FLAG-HA-Mettl3 expression vector and analyzed 36–48 h post-transfection.

### ELISA

BMMCs were stimulated with IgE and antigen complexes for 6 h, followed by the collection of the cell supernatant. ELISA assay to measure IL-13 concentration was performed using an IL-13 mouse ELISA kit (Invitrogen), following instructions from the manufacturer.

### Passive cutaneous anaphylaxis (PCA)

In vivo PCA experiments were performed as previously described^3^. Ear pinnae of Kit^Wsh/W-sh^ mice lacking mast cells (The Jackson Laboratory)^19^ were injected intradermally with 1×10^6^ mast cells. Female mice of 6–8 weeks of age were used. After 2 weeks, ears were sensitized with intradermic injection of 1 μg IgE-anti-DNP antibody. The day after sensitization, mice were challenged with 250 μg HSA-DNP antigen, resuspended in Evans blue dye (10 mg/ml), injected intravenously. Ears were collected and incubated in formamide at 65 °C overnight to retrieve the extravasated blue dye, which correlates with local mast cell activation. Intensity of the dye was measured using a spectrophotometer at optical density 600 nm (OD_600_).

### Measurement of RNA stability

BMMCs (2×10^5^) were seeded in a 48-well plate and incubated with 1 μg/ml IgE–anti-DNP (Sigma) for 30 min followed by stimulation with 0.2 μg/ml HSA-DNP (Sigma) for 30 min. Actinomycin D (10 μg/ml, Sigma) was then added for different time points (15, 30, 60, and 120 min), prior to RNA isolation and RT-qPCR. mRNA decay rate was calculated by non-linear regression curve fitting (one phase decay) using Prism version 9 (GraphPad).

### miCLIP

The miCLIP experiments were performed exactly as previously described^20,54^. Briefly, BMMCs (6×10^7^) were either left resting or stimulated with 2 nM PMA (Sigma) and 200 nM ionomycin for 2 h, and total RNA was extracted. The poly-A fraction was purified twice from 3 independent biological replicates using the Dynabeads mRNA purification kit (Ambion) according to the manufacturer’s instructions. After fragmentation with an RNA fragmentation reagent (5 min at 70 °C, Invitrogen), the samples were incubated with 6 μg of anti-m^6^A antibody (Synaptic Systems) in immunoprecipitation buffer (50 mM Tris-HCl, pH 7.4, 100 mM NaCl, 0.05% NP-40) for 4 h at 4 °C, and crosslinked twice with 150 mJ/cm^2^ of UV light (254 nm) in a UV-Stratalinker. After incubation with 50 μl protein A beads for 1 h at 4 °C, antibody–RNA complexes were washed twice with high-salt buffer (50 mM Tris-HC, pH 7.4, 1 M NaCl, 1 mM EDTA, 1% Igepal CA-630, 0.1% SDS, 0.5% sodium deoxycholate) and twice with polynucleotide kinase (PNK) wash buffer (20 mM Tris-HCl, pH 7.4, 10 mM MgCl_2_, 0.2% Tween 20). After 3′-end dephosphorylation using PNK beads, the 3′-adapter was ligated with T4 RNA ligase (ligation buffer: 200 mM Tris-HCl, pH 7.8, 40 mM MgCl2, 4 mM DTT). Next, the samples were radioactively labeled, subjected to electrophoresis and transferred onto a Protan BA85 Nitrocellulose Membrane (Whatman). The areas of the membrane containing RNA-crosslinked antibody were excised and the RNA recovered by proteinase K digestion and purification. SuperScript IV reverse transcriptase (Invitrogen) was used for reverse transcription, followed by ligation of the 5′-adapter with T4 RNA ligase (New England Biolabs). After first-strand cDNA synthesis using the Phusion High Fidelity PCR Master Mix (New England Biolabs) and size-selection (ProNex Size-Selective Purification System, Promega), libraries were amplified. Sequencing (50 bp, single-end) was performed on a NextSeq1000 sequencer.

### CLIP read processing

Data processing was performed as previously described^20^. Reads were de-multiplexed based on the experimental barcode and adapter sequences were removed from the read ends (Flexbar v.3.5.0). Unique molecular identifiers (UMIs) were trimmed and added to the read names. Individual samples were mapped to the genome (assembly v.GRCm39) and its annotation (GENCODE release M32) using STAR (v.2.7.6a). Reads were de-duplicated if they had identical UMIs. Significant crosslink sites at single-nucleotide resolution were called using PureCLIP (v.1.3.1) with default parameters, and individual crosslink sites within a distance of 8 bp of each other were merged into wider binding regions (peaks). For assigning a host gene to each PureCLIP peak, transcript annotations were taken from GENCODE release M32, mm39. The metagene plots were generated using the R package Guitar.

### RNA immunoprecipitation-RT-qPCR

BMMCs (1×10^7^) were stimulated with 2 nM PMA (Sigma) and 200 nM ionomycin (Sigma) for 2 h. Cells were washed with ice-cold PBS and lysed in lysis buffer (20 mM Tris-HCl, pH7.5, 0.25% NP40, 150 mM NaCl, 1.5 mM MgCl_2_) supplemented with 1 M DTT, protease inhibitor cocktail (Sigma) and 0.16 U/µl RNase inhibitor (Promega). 1 mg of protein lysate was pre-cleared with 20 µl Dynabeads Protein A (30 mg/ml, Invitrogen) at 4 °C for 1 h on a rotating wheel. 6 µg anti-YTHDF2 (clone EPR20318, Abcam) or normal rabbit IgG (Cell Signaling Technology) antibody was incubated with 50 µl Dynabeads Protein A (30 mg/ml, Invitrogen) overnight at 4 °C. Pre-cleared lysate was incubated with the antibody-coupled beads at 4 °C for 4 h. Antibody-RNA complexes were recovered on a magnetic stand (Life Technologies) and washed 3 times with ice-cold lysis buffer with RNase inhibitor. RNA was isolated using TRI reagent (MRC) and purified using the Direct-zol RNA mini prep kit (Zymo Research). Reverse transcription was carried out using qScript cDNA SuperMix (Quanta Biosciences) and RT-qPCR was performed using PerfeCTa SYBR Green FastMix (Quanta Bioscience) as described above. Primer sequences are listed in Supplementary Table 2.

### Data analysis

Statistical analysis was performed with Prism version 9 (GraphPad).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

## Data Availability

All data generated in this study are provided in the Supplementary Information and Source data files. Sequencing and Nanostring data generated in this study are also available as super-series in the GEO database under accession code GSE228615. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: The mRNA methyltransferase Mettl3 modulates cytokine mRNA stability and limits functional responses in mast cells
**Source:** Nat Commun. 2023 Jun 29;14:3862. doi: 10.1038/s41467-023-39614-y
**Supplement:** Supplementary file 1 — Supplementary Information

**The mRNA methyltransferase Mettl3 modulates cytokine mRNA stability and limits functional responses in mast cells**

Leoni C., Bataclan M. *et al.*

**Supplementary Information**

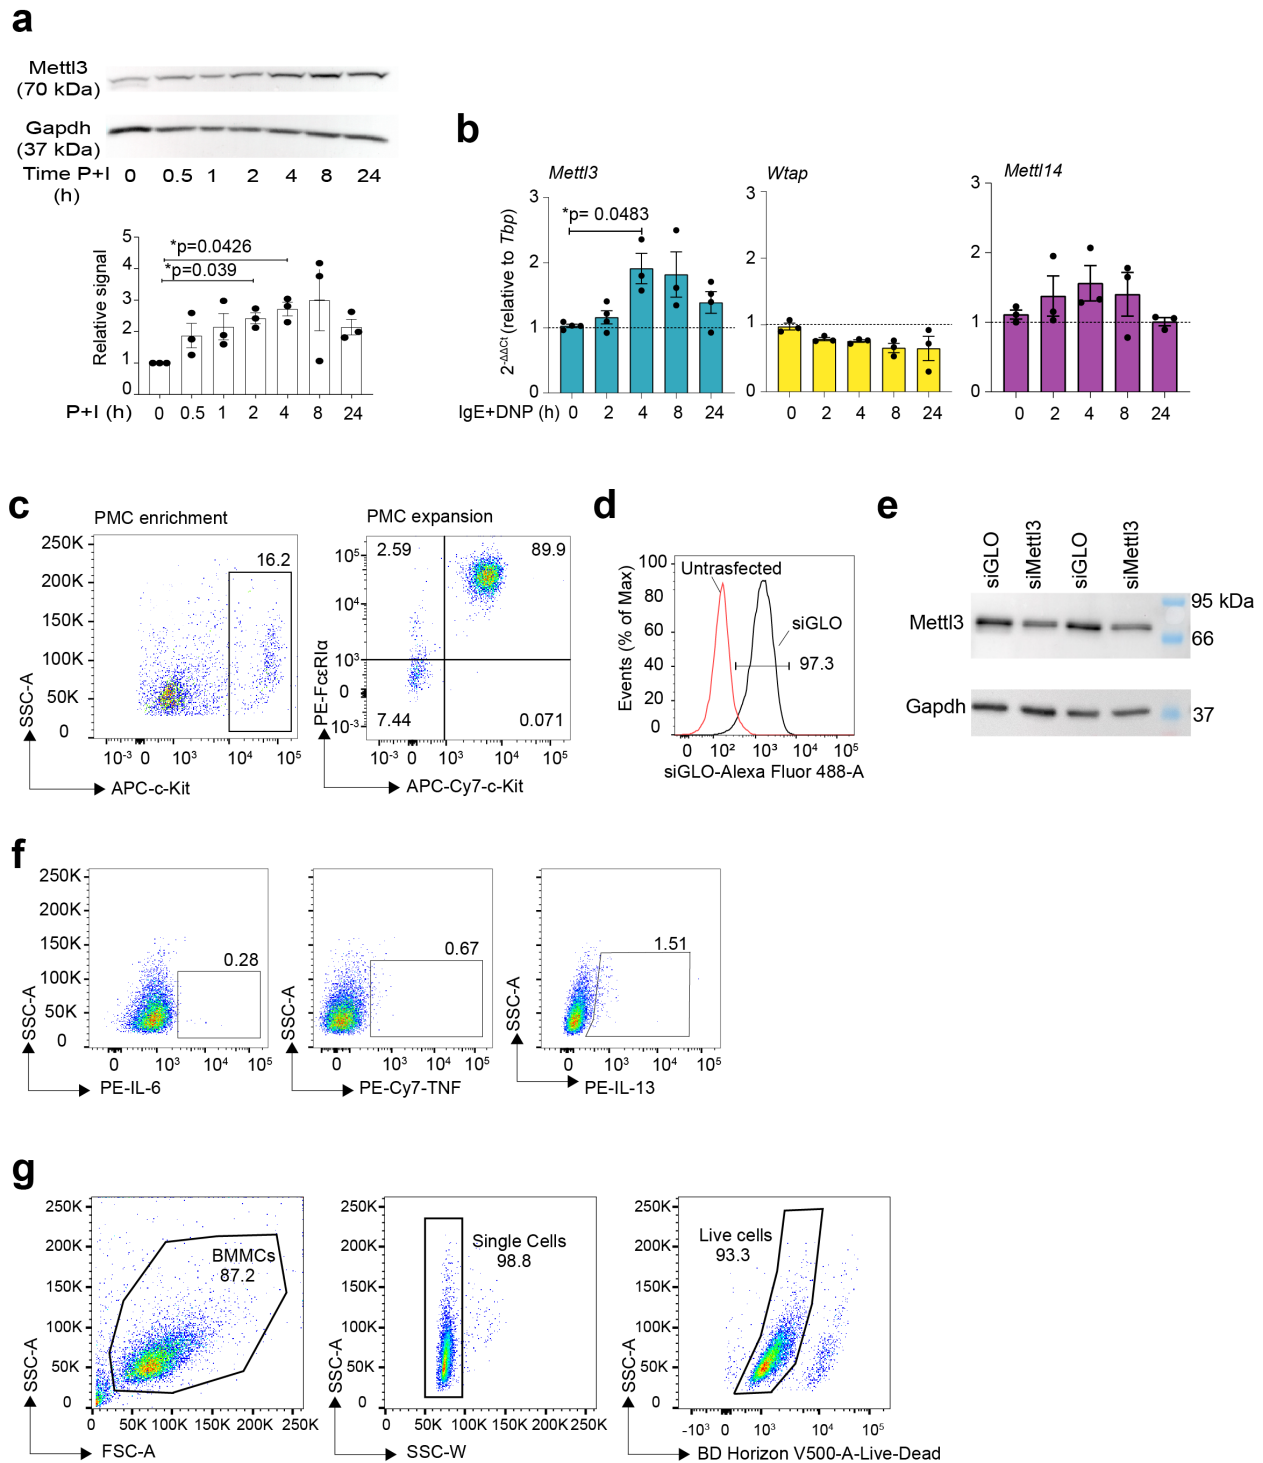

**Supplementary Figure 1. Mettl3 expression is induced upon acute stimulation of mast cells.** **a)** Mast cells were stimulated with PMA and ionomycin for the indicated times and expression of Mettl3 was analyzed by western blot. One representative blot is shown, with the quantification of N=3 independent experiments. Mean  $\pm$  SEM. One-way ANOVA. **b)** Mast cells were stimulated with IgE and antigen for the indicated times. RT-qPCR was performed to measure the expression of the indicated transcripts. N=3 independent experiments. Mean  $\pm$  SEM. One-way ANOVA. **c)** Analysis of *ex-vivo*-derived PMCs with

gating used for enrichment (left) and with their phenotype after one week of *in vitro* expansion with SCF. **d)** Mast cells were transfected with a control, fluorescent oligonucleotide to assess the efficiency of transfection. Representative of N>10 independent experiments. **e)** Cells were transfected with siRNAs against Mettl3 or control, followed, 48 h later, by western blot analysis. Two representative experiments are shown. **f)** Intracellular staining for the indicated cytokines in resting, unstimulated mast cells. **g)** Gating scheme for mast cell analyses. Source data are provided as a Source Data File.

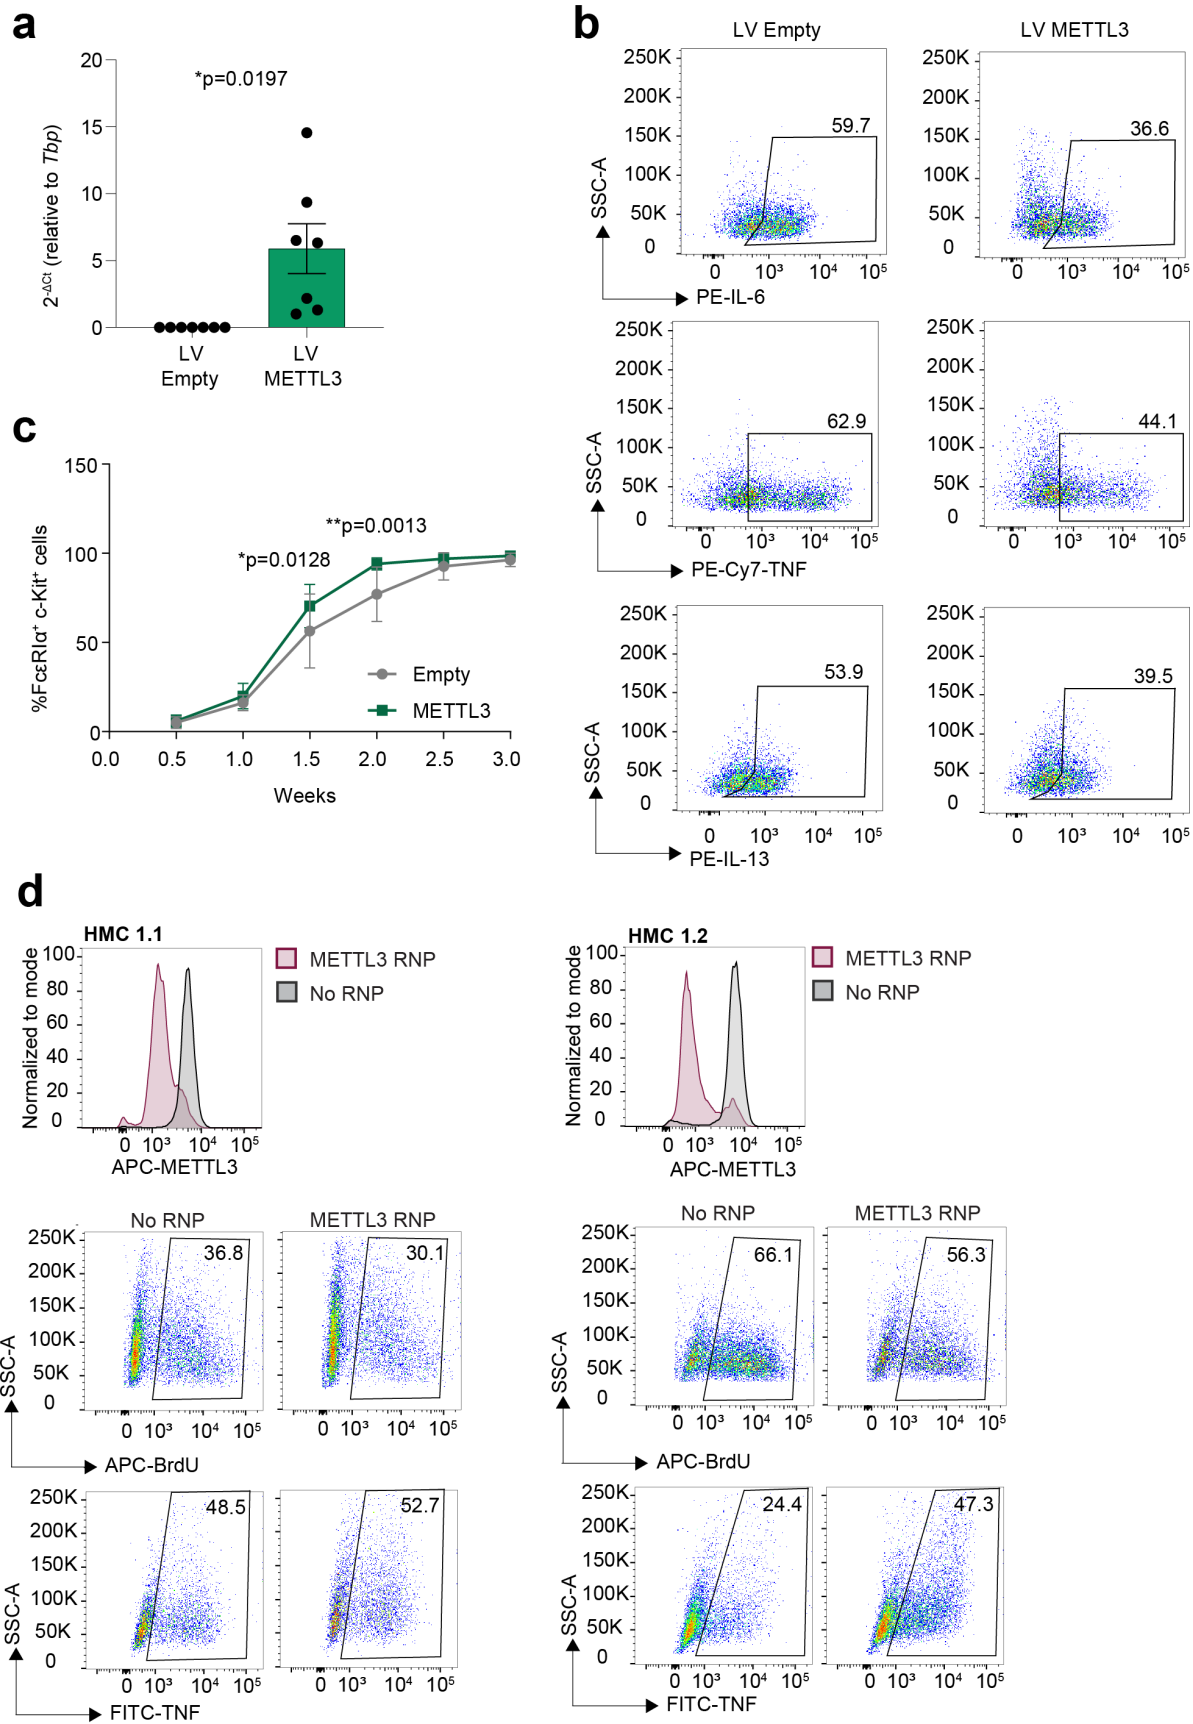

**Supplementary Figure 2. Altered expression of human METTL3 affects mast cell differentiation and cytokine production.** **a)** Expression of *METTL3* mRNA in mast cells transduced with a lentiviral vector to force *METTL3* expression. N=7 independent experiments. Mean  $\pm$  SEM. Paired t-test, two-tailed. **b)** Intracellular cytokine staining in cells transduced as in a) and stimulated with IgE+antigen complexes. **c)** Lineage-negative bone marrow precursors were transduced 24 h after isolation with the indicated vectors, followed by sorting for GFP expression and measurement of the indicated markers to assess mast cell differentiation over time. N=9 independent experiments. Mean  $\pm$  SEM. Two-way ANOVA. **d)** Two human mast cell lines (HMC 1.1 and 1.2) were transfected with RNPs to ablate human *METTL3*. Intracellular staining for *METTL3* revealed nearly complete ablation (top). Proliferation in these cells was measured by BrdU incorporation (middle). Cells were also stimulated with PMA and ionomycin followed by intracellular staining to measure TNF expression (bottom). Representative of N=2 independent experiments, each with two independent cell lines. Source data are provided as a Source Data File.

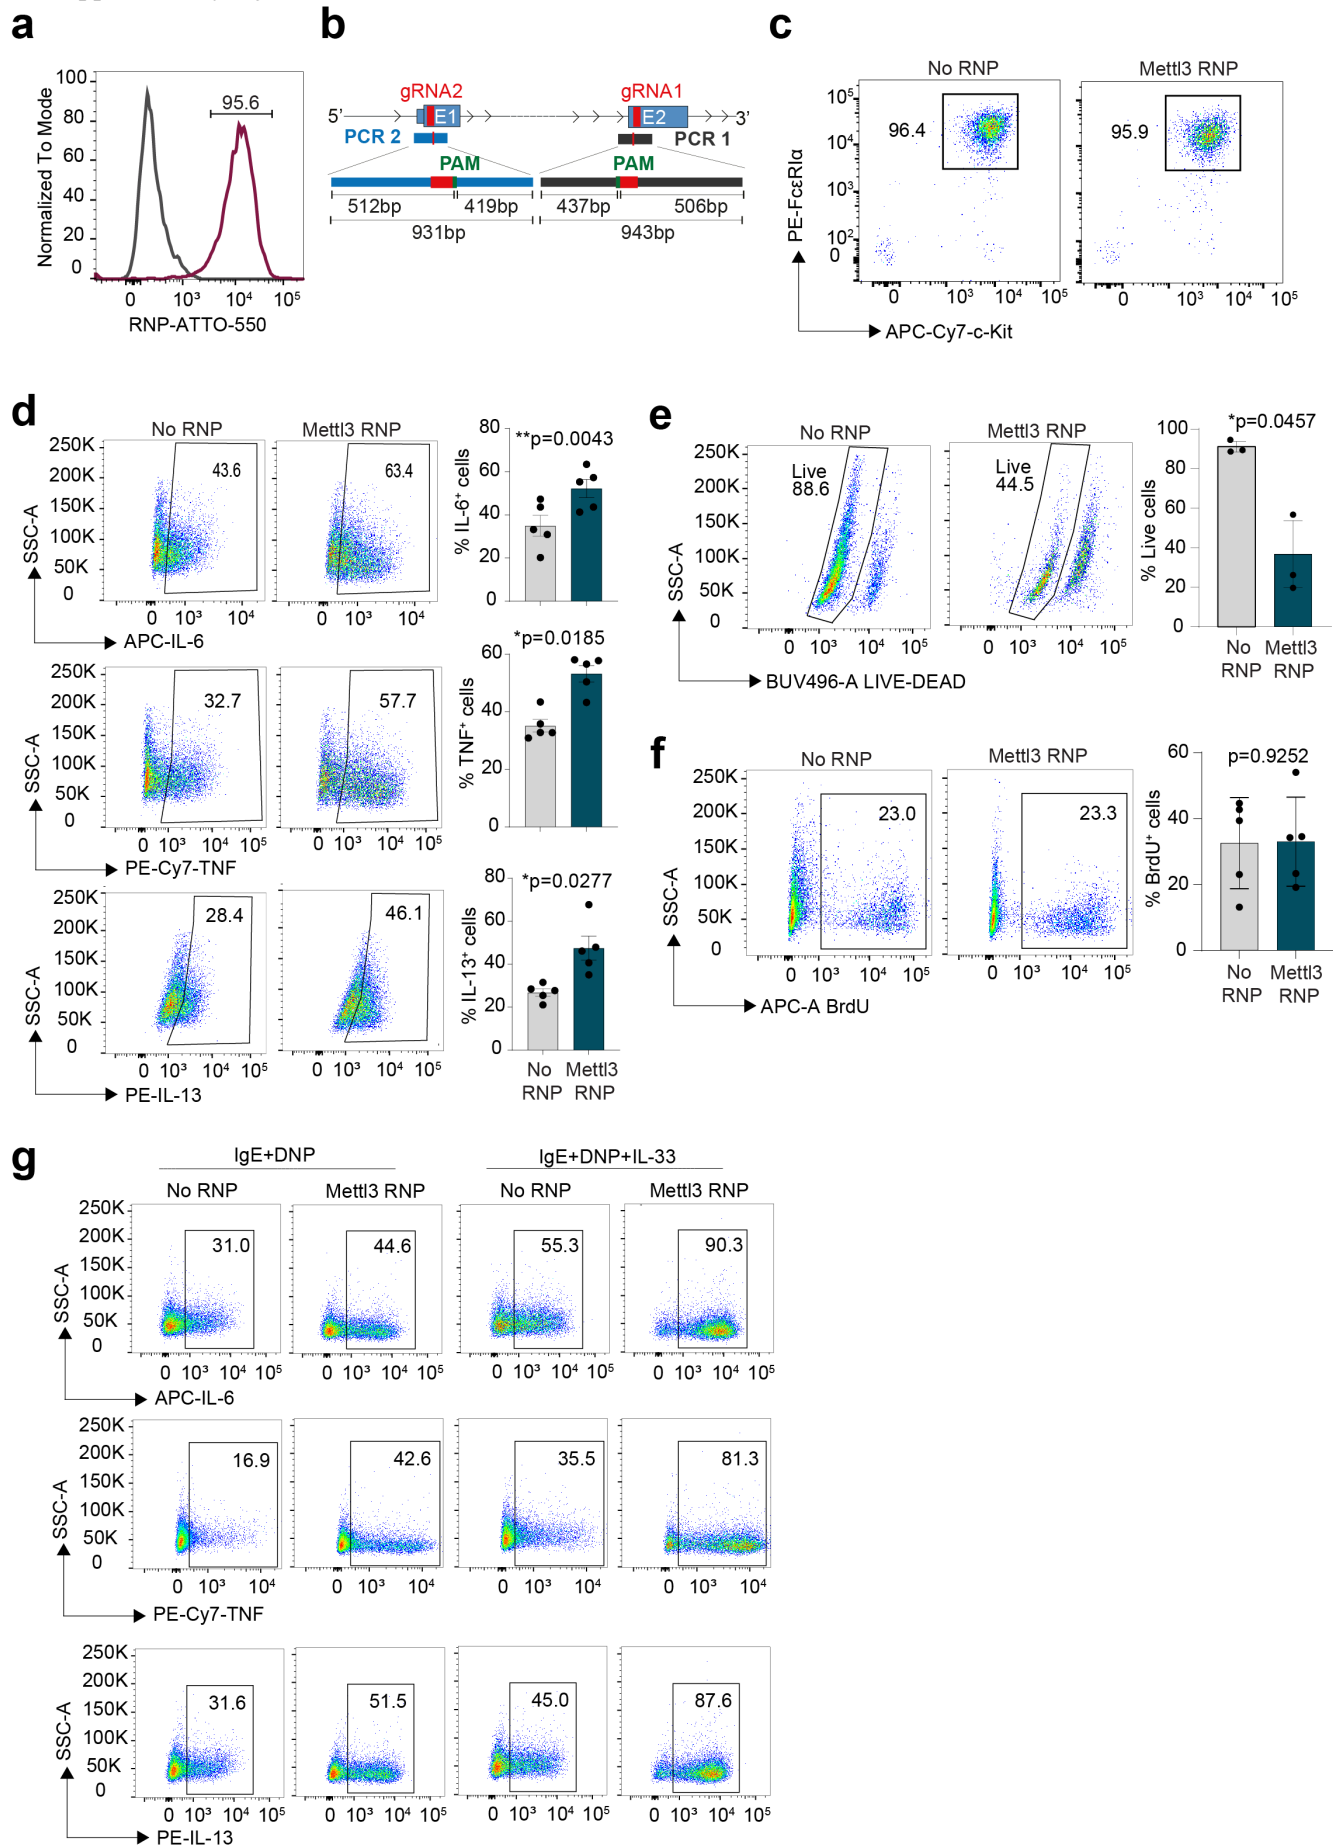

**Supplementary Figure 3. Deletion of *Mettl3* affects mast cell physiology in a variety of experimental conditions.** **a)** One representative FACS plot showing the efficiency of mast cell transfection using RNPs containing a fluorescent tracrRNA. **b)** Schematic representation of the *Mettl3* locus with indicated the locations of the gRNAs used in this study, the PCRs used for T7 Endonuclease I assay and the expected sizes of DNA digestion in this assay. **c)** One representative FACS plot showing normal c-Kit and FcεRIα expression by mast cells transfected with *Mettl3* RNPs. **d-f)** Cytokine expression (d), viability (e) and proliferation (f) of BMMCs differentiated in the presence of IL-3 + SCF and depleted of *Mettl3* by CRISPR-Cas9. Mean ± SD. Paired t-test, two-tailed. **g)** Cytokine expression in cells lacking *Mettl3* and stimulated with IgE+antigen and 0.1 ng/ml IL-33 for 4h. Representative of N=2 independent experiments. Source data are provided as a Source Data File.

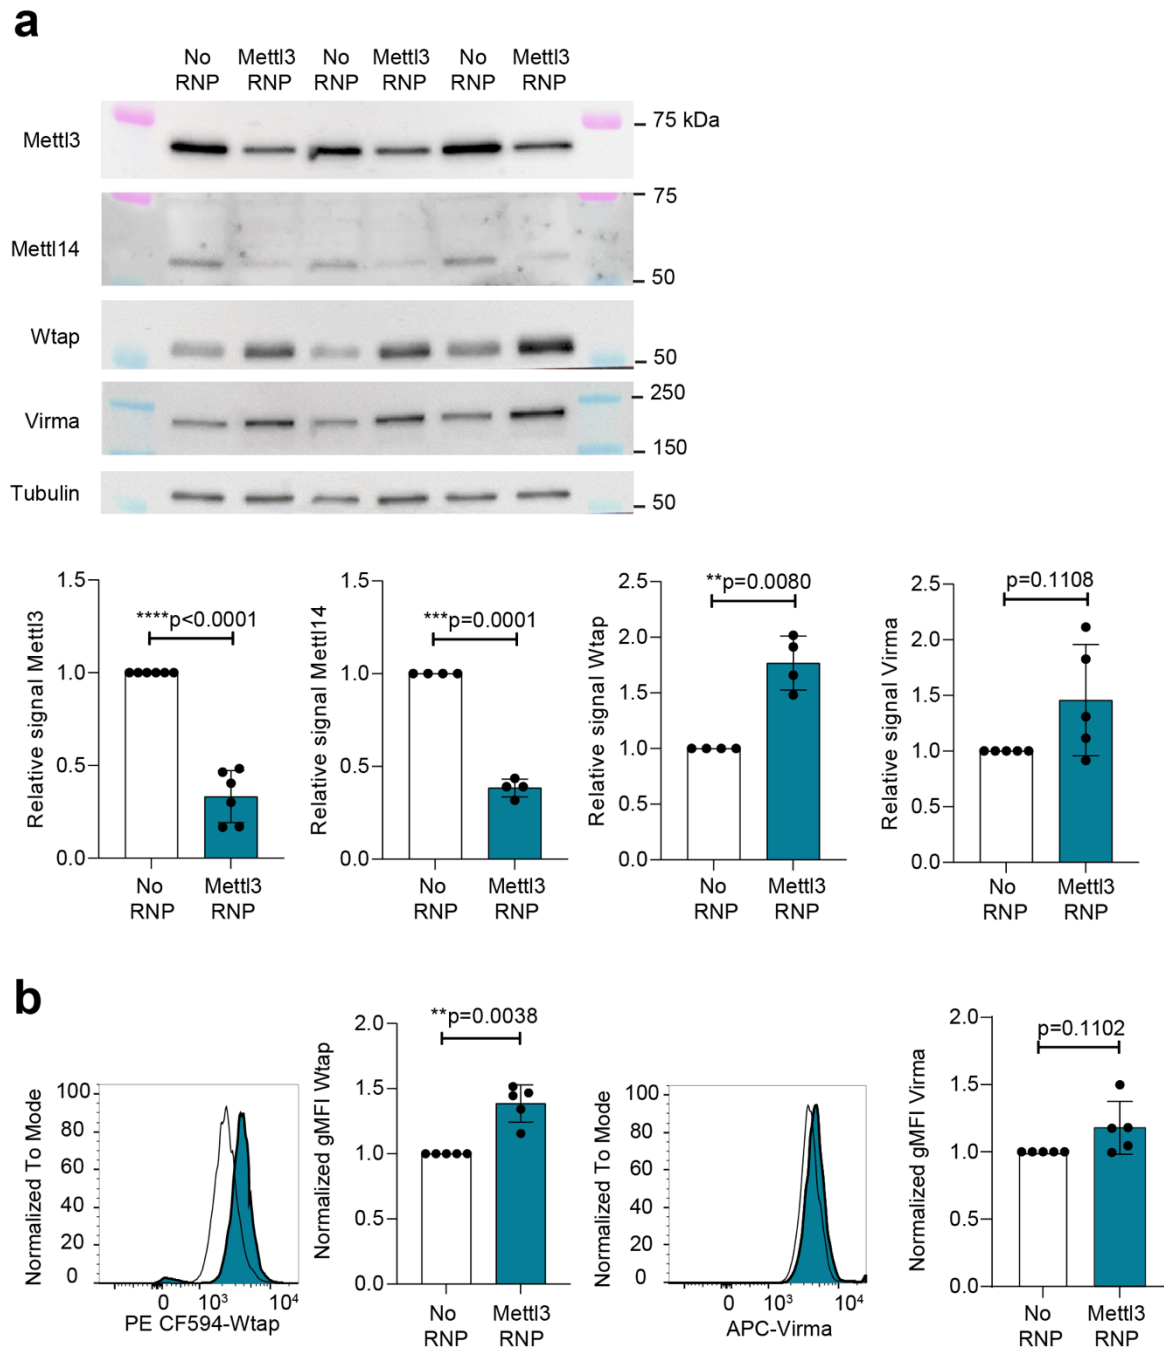

**Supplementary Figure 4. Deletion of Mettl3 affects the expression of Wtap and Mettl14.** **a)** Mast cells were transfected with Mettl3 RNPs, followed by western blot of the indicated components of the m<sup>6</sup>A methyltransferase complex. **b)** In cells as in a), the expression of Wtap and Virma was measured by intracellular staining. Each dot represents one experiment. N=5 independent experiments (ratio compared to control samples). Mean ± SD. Paired t-test, two-tailed. Source data are provided as a Source Data File.

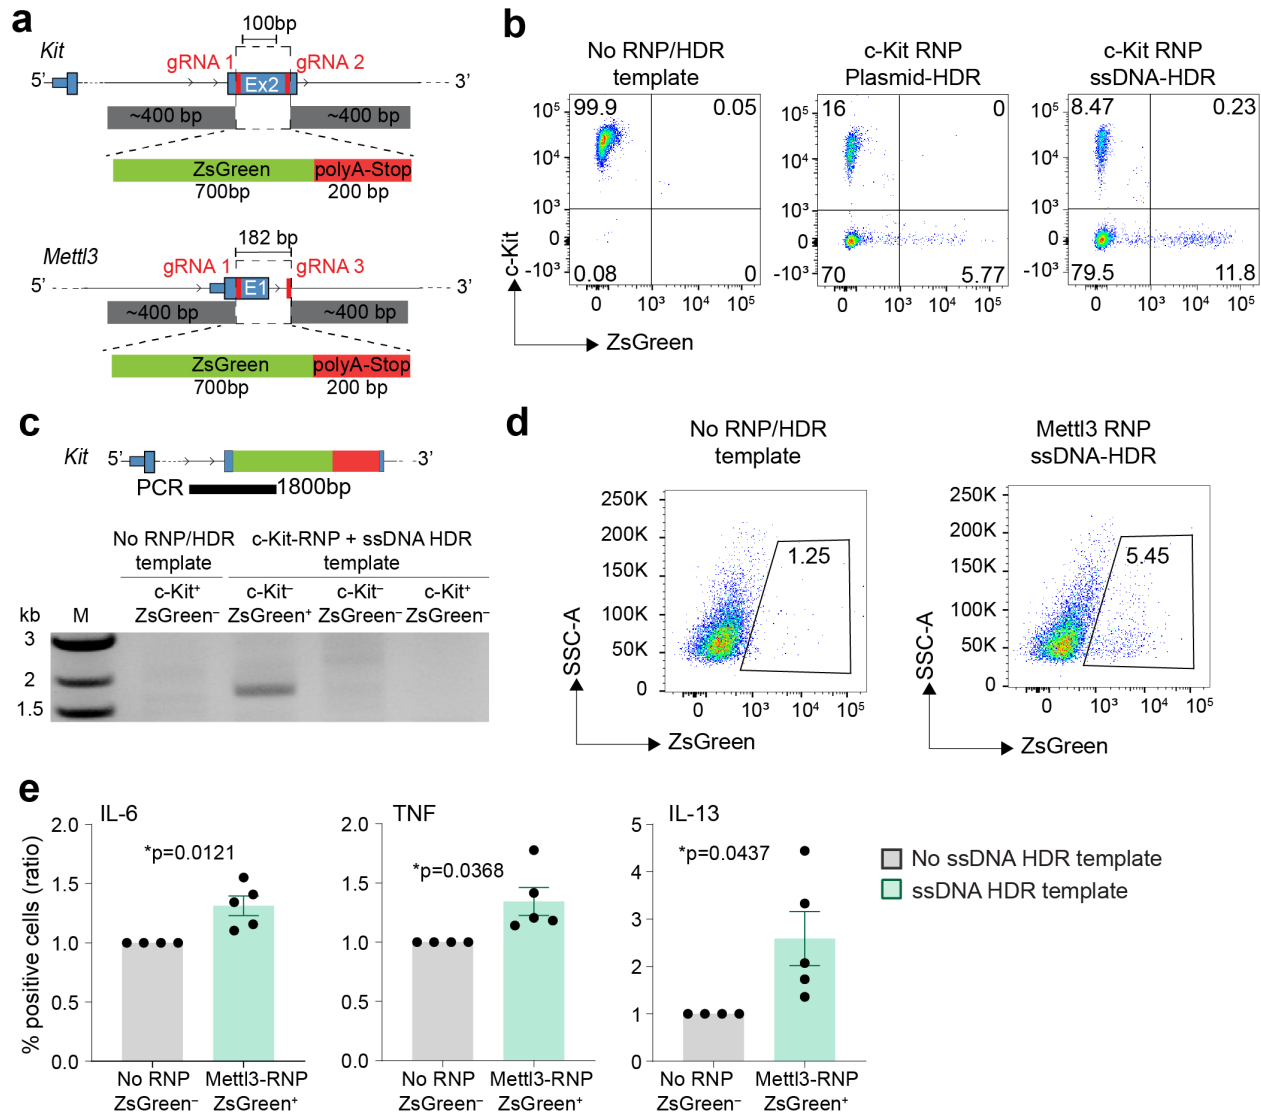

**Supplementary Figure 5. Homology-directed repair for gene replacement in mast cells.** **a)** Schematic representation of the *Kit* and *Mettl3* gene loci, indicating the positions of the gRNAs used (exon 2 for the *Kit* gene and exon 1 for *Mettl3*), the homology arms, and the ZsGreen-polyA-Stop cassette used to insert the ZsGreen reporter in the endogenous locus while at the same time disrupting expression of the gene of interest. **b)** Mast cells were transfected with RNPs containing gRNAs against the *Kit* gene, together with the HDR template as in a). As donor template, either the entire plasmid or ssDNA encompassing the ZsGreen-polyA-Stop cassette and homology arms were used. One representative experiment of N=2 (plasmid) or N=4 (ssDNA) is shown. **c)** Top, schematic representation of a targeted *Kit* locus, with indicated the PCR used to detect the insertion in the locus. Bottom, one representative result of correct targeting (N=4). M=marker. **d)** Mast cells were transfected with RNPs containing gRNAs against the *Mettl3* gene, together with the ssDNA HDR template. ZsGreen expression was measure 72 h after transfection. Representative of N=4 experiments. **e)** Intracellular cytokine staining in cells transfected as in d). N=4-5 independent experiments (ratio compared to control samples). Mean ± SEM. Unpaired t-test, two-tailed. Source data are provided as a Source Data File.

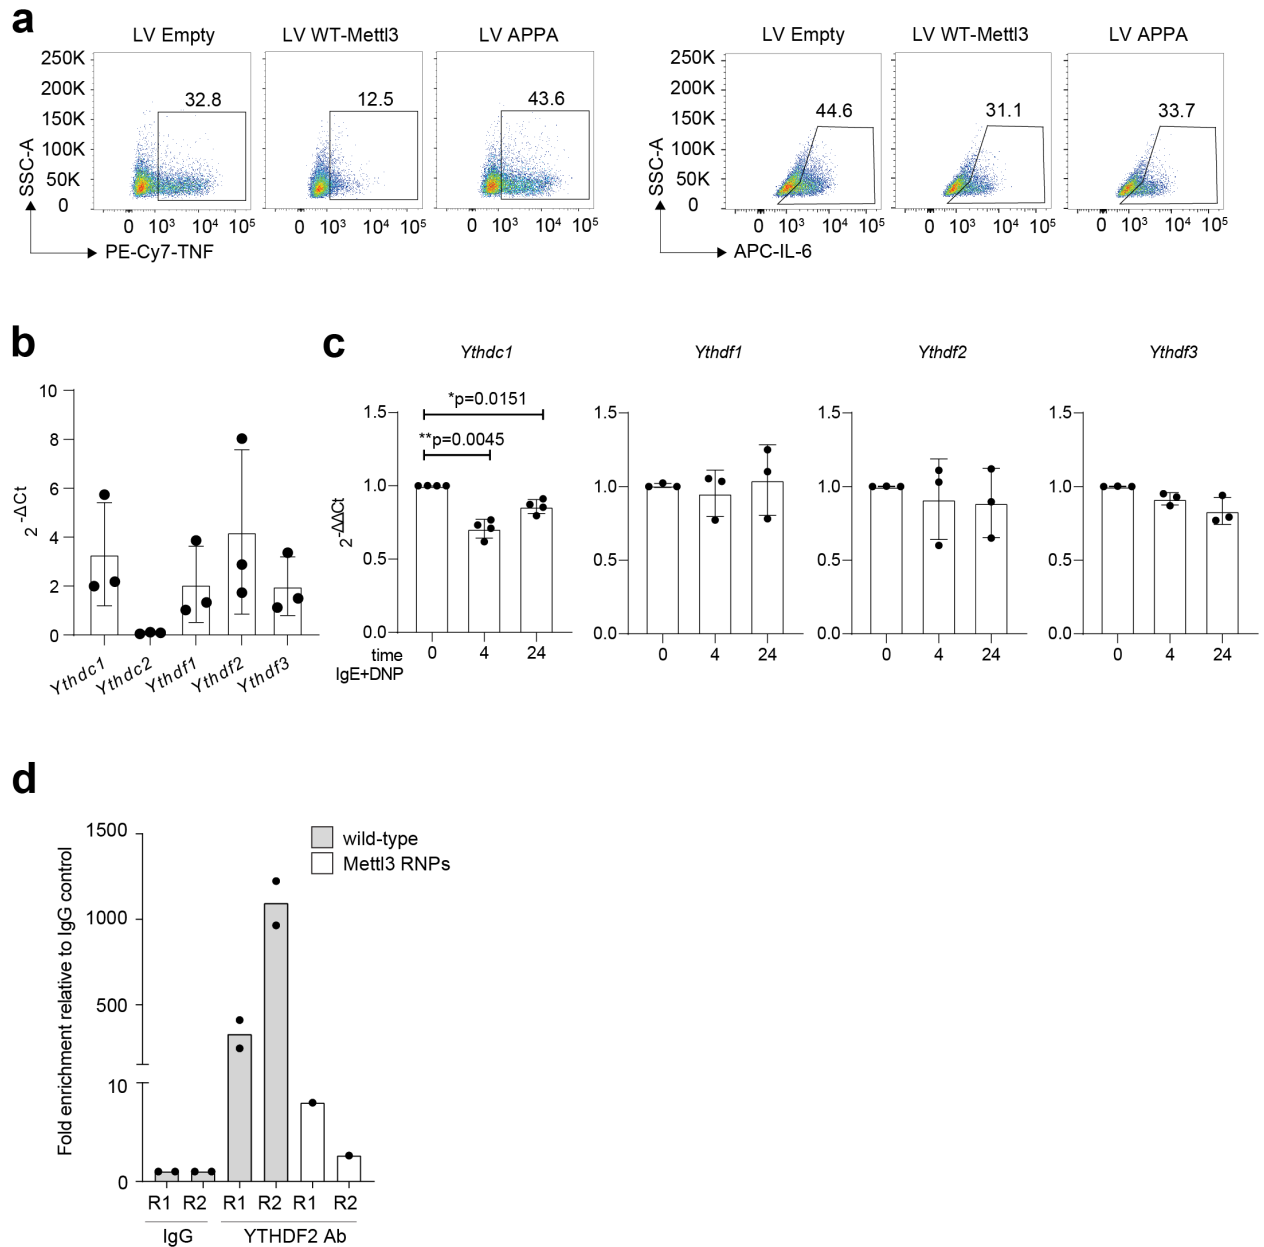

**Supplementary Figure 6. Expression of m<sup>6</sup>A readers in mast cells.** **a)** Representative FACS plots related to Figure 8c. **b)** Expression of the indicated transcripts was measured in resting mast cells by RT-qPCR. N=3 independent experiments. Mean  $\pm$  SD. **c)** Expression of the indicated transcripts was measured by RT-qPCR in mast cells stimulated for 4 h or 24 h. N=3-4 independent experiments. Mean  $\pm$  SD. One-way ANOVA. **d)** RNA-immunoprecipitation (RIP) using an anti-YTHDF2 antibody was performed on stimulated mast cells. After washing and RNA extraction, RT-qPCR was performed using two sets of primers located in two different regions within the *Il13* 3'UTR. Deletion of *Mettl3* by CRISPR-Cas9 reduced the RIP signal, suggesting that YTHDF2 recognizes methylated regions within the 3'UTR of the *Il13* transcript. RIP-2 (R2) primers are located exactly on the m<sup>6</sup>A peak identified by m<sup>6</sup>A-CLIP-seq. Data were normalized on the values of the IgG controls. Mean  $\pm$  SEM. Representative of N=2 independent experiments. Source data are provided as a Source Data File.

**Supplementary Table 1. Antibodies used in this study.**

| <b>Antibody</b>                            | <b>Catalog number</b>             |
|--------------------------------------------|-----------------------------------|
| anti-CD117 (c-Kit)-APC                     | Biolegend, 105812                 |
| anti-CD117 (c-Kit)-APC/Cy7                 | Biolegend, 105825                 |
| anti-FcεRIα-PE                             | Biolegend, 134307                 |
| anti-CD11b (Mac-1)-Pacific Blue            | Biolegend, 101223                 |
| anti-Ly-6G (Gr-1)-PE-Cyanine7              | eBioscience, 25-5931-81           |
| IgE-anti-DNP                               | Sigma, D8406                      |
| anti-BrdU-Alexa Fluor 647                  | BD Biosciences, 560209            |
| anti-IL-6-PE                               | Biolegend, 504503                 |
| anti-IL-6-APC                              | Biolegend, 504507                 |
| anti-TNF-α-PE/Cy7                          | Biolegend, 506323                 |
| anti-IL-13-PE                              | eBioscience, 12-7133-41           |
| anti-human-TNF-FITC                        | Biolegend, 502906                 |
| anti-METTL3 (clone EPR18810)               | Abcam, ab195352                   |
| anti-WTAP (clone 4A10G9)                   | Proteintech, 60188-1-Ig           |
| anti-METTL14 (clone D8K8W)                 | Cell Signaling Technology, 51104S |
| anti-Virma (clone D4N8B)                   | Cell Signaling Technology, 88358S |
| anti-YTHDF2 (clone EPR20318)               | Abcam, ab220163                   |
| anti-GAPDH                                 | Sigma, G9545                      |
| anti-beta-tubulin (clone 1D4A4)            | Proteintech, 66240-1-Ig           |
| anti-rabbit IgG (H+L) Alexa Fluor 647      | Sigma, SAB4600393                 |
| anti-mouse IgG (H+L) Alexa Fluor 647       | ThermoFisher Scientific, A21236   |
| anti-mouse IgG (H+L) Alexa Fluor 594       | ThermoFisher Scientific, A11005   |
| anti-rabbit whole IgG (whole molecule)-HRP | Sigma, A0545                      |
| anti-mouse IgG (H+L)-HRP                   | SouthernBiotech, Cat nr. 1031-05  |
| Normal rabbit IgG                          | Cell Signaling Technology, 2729S  |

**Supplementary Table 2. Oligonucleotides and siRNAs used in this study.**

|                                         | Primer FW 5'→3'                    | Primer RV 5'→3'            |
|-----------------------------------------|------------------------------------|----------------------------|
| <b>CRISPR/ T7</b>                       |                                    |                            |
| crRNA_1<br><i>Mettl3</i> T7<br>endonuc. | CTGAGATCCCAGTTTTGATTATTG<br>A      | GGTCACTGTAGTCAAATCCTGTTCT  |
| crRNA_2<br><i>Mettl3</i> T7<br>endonuc. | CAAGGACCAGAATATACAATCAA<br>CC      | CTCTGGGGATAGATATACAGAAGCA  |
| <i>Kit</i> HDR<br>integration<br>PCR    | TGAGTGCCTGTGTTCATTAC               | CCTTGACACGGTGTCTGAAC       |
| <b>Sybr green RT-qPCR</b>               |                                    |                            |
| <i>Mettl3</i> _sybr                     | GACACGTGGAGCTCTATCCAG              | CAGTAGGCACGGGACTATCAC      |
| <i>Wtap</i> _sybr                       | AGCAGCAACAGCAGGAGTCT               | CTGCTGAACTTGCTTGAGGTACT    |
| <i>Mettl14</i> _sybr                    | GGAACGCAGAGCTTAAATCC               | GCTATTAATCATCCTTTAGTCTGATG |
| <i>Csf2</i> _sybr                       | GAAGTCGTCTCTAACGAGTTCTCC           | TATGTCTGGTAGTAGCTGGCTGTC   |
| <i>Il13</i> _sybr                       | GCATGGTATGGAGTGTGGAC               | ATTGGAGATGTTGGTCAGGG       |
| <i>Il2</i> _sybr                        | CCAGGATGCTCACCTTCAAAT              | ATGAAATTCTCAGCATCTTCCAAT   |
| <i>Il3</i> _sybr                        | AAACTGATGATGAAGGACCCTCT            | GTATCTGTCCTCAGGATCCACTTC   |
| <i>Tnf</i> _sybr                        | CTTCTGTCTACTGAACTTCGGG             | CAGGCTTGTCCTCGAATTTTG      |
| <i>Ythdc1</i> _sybr                     | TTTTCAGGAGTTCGCCGAG                | GTAAGGATGGTGTGGAGGTTG      |
| <i>Ythdc2</i> _sybr                     | GGAGAGCAGCATGGTTTACTTGG            | GGCTCTTCTCCCTTCCTATCTC     |
| <i>Ythdf1</i> _sybr                     | TCATTATGAGAAGCGCCAGG               | AGACAGCACCAAGCATAACAG      |
| <i>Ythdf2</i> _sybr                     | ACTATGAGAAACGCCAAGAGG              | TTAGGATAAGGAGATGCAACCG     |
| <i>Ythdf3</i> _sybr                     | TGCACATTATGAAAAGCGTCAAG            | GGCATTTCAGAGTCTACATC       |
| <i>Tbp</i> _sybr                        | CTGGAATTGTACCGCAGCTT               | ATGATGACTGCAGCAAATCG       |
| <b>RIP-RT-qPCR</b>                      |                                    |                            |
| RIP <i>Il13</i><br>3'UTR #1             | TGGAAGAATGGCCTGTTACAC              | TCACCATCTTTATTTCCGGTTT     |
| RIP <i>Il13</i><br>3'UTR #2             | GCATCTCAGCTGTGGACTCATTTT<br>CCTTTC | TGCCAGGCTGAGACCCTGAGCACTA  |

| <b>siRNAs</b>                |                                                   |                                                  |
|------------------------------|---------------------------------------------------|--------------------------------------------------|
| <i>Mettl3</i> siRNA          | GGGATATTCACATGGAGCTACCGT<br>ATT                   | TACGGTAGCTCCATGTGAATATCCCTT                      |
| <b>DRACH mutagenesis</b>     |                                                   |                                                  |
| 3'UTR_ <i>Il13</i><br>site 1 | TGAGGAGAGCGCTTCCCTGGGCA<br>TCTCAGC                | GCTGAGATGCCCAGGGAAGCGCTCTC<br>CTCA               |
| 3'UTR_ <i>Il13</i><br>site 2 | CCCTGGGCATCTCAGCTGTGGTAC<br>CATTTTCCTTTCTCACATCAA | TTGATGTGAGAAAGGAAAATGGTACC<br>ACAGCTGAGATGCCAGGG |
| 3'UTR_ <i>Il13</i><br>site 3 | ATTTTCCTTTCTCACATAGCACTA<br>AGCTTGGGAGAGGCAG      | CTGCCTCTCCAAGCTTAGTGCTATGT<br>GAGAAAGGAAAAT      |

# Supplementary material for: The mRNA methyltransferase Mettl3 modulates cytokine mRNA stability and limits functional responses in mast cells
**Source:** Nat Commun. 2023 Jun 29;14:3862. doi: 10.1038/s41467-023-39614-y
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:** RNA sequencing results (Figure 5a) with raw data, differential expression and gene ontology terms.

**File name:** Supplementary Data 2

**Description:** miCLIP-seq results, mast cells unstimulated and stimulated with PMA and ionomycin for 2 h (Figure 5).

**File name:** Supplementary Data 3

**Description:** Raw Nanostring counts (Figure 7).

**File name:** Supplementary Data 4

**Description:** Sequences and information related to HDR templates (Figure 6).

# Supplementary material for: The mRNA methyltransferase Mettl3 modulates cytokine mRNA stability and limits functional responses in mast cells
**Source:** Nat Commun. 2023 Jun 29;14:3862. doi: 10.1038/s41467-023-39614-y
**Supplement:** Supplementary file 8 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Flow cytometry data were collected on a FACS Symphony A5 or Fortessa (BD Biosciences).<br>qPCR data were collected on an ABI 7900HT Fast Real-Time PCR system (Applied Biosystems) or a QuantStudio 3 Real-Time PCR System (ThermoFisher Scientific).                                                                                                                                                                                                                                                                                                                   |
| Data analysis   | Flow cytometry data were analyzed by FlowJo version 10 (BD Bioscience).<br>Statistical analysis was performed with Prism version 9 (GraphPad).<br>Analysis of inflammatory transcript expression was performed using the nSolver Advanced Analysis Software v4.0 (NanoString Technologies).<br>Analysis of RNA-seq data was performed using R version 4.2.1 and the Omics Playground web-based platform.<br>Data visualization was performed with RStudio version 4.1 and IGV 2.16.0.<br>Protein band intensity was quantified using the ImageJ software version 1.53e. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data supporting the findings of this study are available within the paper and its supplementary information files. Datasets pertaining to sequencing and Nanostring profiling are deposited as a Super Series in GEO with accession number GSE228615.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Data exclusions

Replication

Randomization

Blinding

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

anti-CD117 (c-Kit)-APC, Biolegend, Cat.nr. 105812  
 anti-CD117 (c-Kit)-APC/Cy7, Biolegend, Cat. nr. 105825  
 anti-FcεR1α-PE, Biolegend, Cat.nr. 134307  
 anti-CD11b (Mac-1)-Pacific Blue, Biolegend, Cat. nr. 101223  
 anti-Ly-6G (Gr-1)-PE-Cyanine7, eBioscience, Cat. nr. 25-5931-81  
 IgE-anti-DNP, Sigma, Cat. nr. D8406  
 anti-BrdU-Alexa Fluor 647, BD Biosciences, Cat. nr. 560209  
 anti-IL-6-PE, Biolegend, Cat. nr. 504503  
 anti-IL-6-APC, Biolegend, Cat. nr. 504507  
 anti-TNF-α-PE/Cy7, Biolegend, Cat. nr. 506323  
 anti-IL-13-PE, eBioscience, Cat. nr. 12-7133-41  
 anti-METTL3 antibody (clone EPR18810), Abcam, Cat. nr. ab195352  
 anti-WTAP antibody (clone 4A10G9), Proteintech, Cat. nr. 60188-1  
 anti-METTL14 antibody (clone D8K8W), Cell Signaling Technology, Cat. nr. 51104S  
 anti-Virma antibody (clone D4N8B), Cell Signaling Technology, Cat. nr. 88358S  
 anti-YTHDF2 antibody (clone EPR20318), Abcam, Cat. nr. ab220163  
 anti-GAPDH antibody, Sigma, Cat. nr. G9545  
 anti-beta-tubulin antibody, Proteintech, Cat. nr. 66240-1-Ig  
 anti-rabbit IgG (H+L) Alexa Fluor 647, Sigma, Cat. nr. SAB4600393  
 anti-mouse IgG (H+L) Alexa Fluor 647, ThermoFisher Scientific, Cat. nr. A21236  
 anti-mouse IgG (H+L) Alexa Fluor 594, ThermoFisher Scientific, Cat. nr. A11005  
 anti-rabbit whole IgG-HRP antibody, Sigma, Cat. nr. A0545  
 anti-mouse IgG (H+L)-HRP antibody, SouthernBiotech, Cat. nr. 1031-05  
 anti-mouse IgG (light-chain specific)-HRP antibody, Jackson ImmunoResearch, Cat. nr. 115-035-174  
 Normal rabbit IgG, Cell Signaling Technology, Cat. nr. 27295

## Validation

We used commonly used antibodies from the literature. Validation was performed by the vendor or as reported by the Protein Atlas (<https://www.proteinatlas.org>) and for primary antibodies was reported as follows:  
 anti-CD117 verified reactivity against mouse and quality control tested for flow cytometry  
 anti-FcεR1α verified reactivity against mouse and quality control tested for flow cytometry  
 anti-CD11b verified reactivity against mouse and quality control tested for flow cytometry  
 anti-Ly-6G verified reactivity against mouse and quality control tested for flow cytometry  
 IgE-anti-DNP tested in allergic reactions in vivo, flow cytometry, immunocytochemistry, mast cell degranulation  
 anti-BrdU tested for bioimaging  
 anti-IL-6 verified reactivity against mouse and quality control tested for intracellular staining with flow cytometry  
 anti-TNF verified reactivity against mouse and quality control tested for intracellular staining with flow cytometry  
 anti-IL-13 verified reactivity against mouse and quality control tested for intracellular staining with flow cytometry  
 anti-METTL3 reacts with human, mouse and rat, tested for western blot, immunohistochemistry, immunofluorescence, immunoprecipitation, knock-out validated  
 anti-WTAP recognizes human, mouse and rat, tested for western blot, immunohistochemistry, immunofluorescence  
 anti-METTL14 recognizes human, mouse, rat, monkey. Approved for western blot.  
 anti-Virma recognizes human, mouse, rat, monkey. Approved for western blot and immunoprecipitation.  
 anti-YTHDF2 reacts with human, mouse and rat, tested for western blot, immunoprecipitation, knock-out validated  
 anti-GAPDH recognizes human, mouse, and rat GAPDH, tested for western blot  
 anti-beta-tubulin recognizes human, mouse, rat and 3 more species, tested for western blot, immunohistochemistry, immunofluorescence, immunoprecipitation, ELISA

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Cell line source(s)

HEK293T cells were obtained from ATCC.  
 HMC-1.1 and 1.2 human mast cell lines were kindly provided by Joseph Butterfield.

## Authentication

HEK293T cells were not authenticated.  
 HMC-1.1 and 1.2 human mast cell lines were not authenticated.

## Mycoplasma contamination

Cell lines tested negative for mycoplasma. Primary cell cultures have a very limited life-span, and are newly generated for each experiment, so they are not tested.

Commonly misidentified lines  
(See [ICLAC](#) register)

No cell line that have been reported as misidentified has been used.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

6-8 week old C57Bl/6 mice (males and females) were used for bone marrow and peritoneal cell cultures. KitWsh/W-sh mice lacking mast cells were obtained from The Jackson Laboratory. The mice were housed in specific pathogen-free conditions, with 12h dark/light cycle, 20-24°C temperature and 50-65% humidity.

## Wild animals

No wild animals were used in this study.

## Reporting on sex

Both male and female animals were used in this study.

## Field-collected samples

No field-collected samples were used in this study.

## Ethics oversight

All animal studies were performed in accordance with Swiss Federal Veterinary Office guidelines and approved by the Cantonal animal experimentation committee, Dipartimento della Sanità e della Socialità Cantone Ticino (authorization number T110/19).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

## Sample preparation

Bone marrow was flushed out of femurs and tibias and plated in tissue culture flasks with complete medium. Adherent cells were removed in the following days by changing the flasks.  
Peritoneal cells from intraperitoneal washings were plated in tissue culture flasks with complete medium. Adherent cells were removed in the following days by changing the flasks.

## Instrument

FACS Symphony A5 or Fortessa (BD Biosciences) was used for data collection.  
FACS Symphony S6 (BD Biosciences) was used for cell sorting.

## Software

Flow cytometry data were analyzed using FlowJo v10.6.0

## Cell population abundance

Very variable depending on the experimental conditions. At least 10'000 events/ samples are usually recorded.

## Gating strategy

Cells were gated for the mast cell population (SSC-A/ FSC-A), single cells (SSC-A/SSC-W) and living cells using LIVE/DEAD-Fixable Aqua Dead Cell Stain or LIVE/DEAD-Fixable Blue Dead Cell Stain Kit (ThermoFisher Scientific).

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

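Gene expression was measured in 12 samples of mouse bone marrow-derived mast cells with the nCounter Myeloid Innate Immunity Panel, 3 replicates each of c-Kit KO and Mettl3 KO cells, unstimulated or stimulated for 4 h with IgE and antigen. The authors hybridized 40 ng of RNA per sample, read all samples on 1 cartridge and deposited raw counts of fluorescent barcodes per probe. These counts are whole numbers, were not scaled to positive controls or housekeeping probes, and involve no alignment or genome build. The deposited table also holds the mean, lowest and highest count and the coefficient of variation of each probe over the samples, none of which was used. Each column was matched to a sample by its title, and 0 columns of per-sample values were left without a sample.

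Housekeeping scaling divided each library's counts by the geometric mean of its 20 housekeeping probes, relative to the mean of that factor over the libraries. A probe was tested if it had at least 20 counts in at least 3 libraries, which kept 545 of 734 endogenous probes. Tests used edgeR 4.0.16 in R 4.3.3, with its quasi-likelihood test, library sizes set from the housekeeping factors, 1 model of the 4 groups and Benjamini-Hochberg adjustment within each comparison. The comparisons were stimulated against unstimulated cells within each genotype, Mettl3 KO against c-Kit KO cells without and with stimulation, and the interaction of genotype and stimulation. The paper's thresholds, an unadjusted p of at most 0.05 and a fold change of at least 1.5, were applied to the same tests.

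The genes named in the text were fixed by a rule. They are the genes that the paper's text names for the panel, the genes of Fig. 7f, the significant genes of Fig. 7c, Kit, the IgE receptor genes Fcer1a and Ms4a2, and Socs1 and Socs3. The rule adds for each comparison up to 5 genes with the smallest p among those with an adjusted p under 0.05 and the same direction in 3 of 3 same-numbered pairs. The genes of Fig. 7e are summarised as a list. The results of 1 gene under this rule are not reported here. A mast cell score and a proliferation score, each the mean of log2(normalized count + 1) over 10 genes, were compared with exact permutation tests.

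Replicate numbers come from the sample labels, which give 1, 2 and 3 in every group. Supplementary Data 3 gives the number 5 to the stimulated Mettl3 KO library labelled 3. The counts of Supplementary Data 3 and the deposited counts were compared for 754 probes and 12 samples, and 0 values differed.

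Total endogenous counts between 504238 and 737910 per library and a mean of 7.13 to 22.8 counts on the 8 negative control probes set the precision, so that genes with fewer than about 20 counts could not be told from background. Edited Mettl3 transcripts were not measured, as the panel has no Mettl3 probe.

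Alternatives covered TMM normalization over all endogenous probes, DESeq2 1.42.0 with its own size factors, and scaling by the 16 housekeeping probes with a mean of at least 100 counts. They also covered no filter on low counts, a filter at a mean of 50 counts, counts under 20 set to 20, and subtraction of each library's background. Further alternatives were limma 3.58.1 with and without moderation, a model of only the groups compared, the replicate number as a block, that block without the library numbered 5 in Supplementary Data 3, each replicate left out in turn, and a pseudocount of 20 for the scores. The tests were tried on simulated counts for the 545 genes, of which 200 were changed by known fold changes. There edgeR's test called 143 of the 200 changed genes (71.5%) and 10 of the unchanged genes, and gave the right direction for 196. The spread of each simulated gene followed the fitted trend with expression, not its own spread. Simulated libraries shared no replicate effect, and their housekeeping probes had counting noise only. The 71.5% is therefore not the power of the comparison of the real libraries.

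Methylation of a gene was taken from the paper's list of miCLIP sites in stimulated cells, of which the 1999 sites with the highest scores were used and 5594 were not analysed here. A site counted wherever it lay in the gene, so possible m6Am near transcript starts was not set apart. The share of genes with a site was compared by Fisher's exact test between genes higher in stimulated Mettl3 KO cells and the other tested genes detected in stimulated cells, and with 10000 random lists matched on mean count. Gene positions, guide sites and the Il13 3′ UTR were taken from GRCm39 with its GENCODE annotation. The RNA-seq and miCLIP-seq reads of the paper were not analysed here.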

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

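Each test in this part was chosen before its result was seen. Ccr3 stood out as a gene with a difference between stimulated libraries that the paper does not discuss, as it is neither in the list of Fig. 7e nor named in Fig. 7d. It encodes a chemokine receptor and lies on chromosome 9 of GRCm39 from 123822009 to 123831726. In stimulated libraries labelled Mettl3 KO its normalized counts were 112, 226 and 62.1 in replicates 1, 2 and 3, against 27.6, 23.2 and 24.2 in those labelled c-Kit KO. The log2 fold change was 2.41 (standard error 0.49), higher in 3 of 3 same-numbered pairs, with an adjusted p of 0.0387 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Kit was lower in the library labelled c-Kit KO in each of these pairs. Unstimulated libraries had 39.0 ± 10.4 normalized counts when labelled c-Kit KO and 31.0 ± 13.1 when labelled Mettl3 KO (SD, n = 3 each).

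Background is the first technical explanation to weigh, because the raw counts in stimulated libraries labelled c-Kit KO were 26, 23 and 33, against negative control means of 11.5, 19.6 and 20.3. Subtracting the background raised the log2 fold change to 3.62, higher in 3 of 3 pairs before subtraction, and its adjusted p was 0.153, within a range of 9.12e-05 to 0.867 over the 15 alternatives, of which 9 gave an adjusted p under 0.05. The background could therefore have made the fold change smaller, not larger. Scaling moved it little, to 2.17 with TMM normalization and 2.15 with DESeq2's size factors, and the replicate block gave 2.22. Leaving out 1 replicate gave log2 fold changes between 1.75 and 2.73. A mislabelled or exchanged sample was weighed for all genes of this comparison under the replicate 3 pattern in the last part. Of the 4 splits of the 6 stimulated libraries that part every same-numbered pair, 1 gave as many genes with an adjusted p under 0.05 as the 5 of the real one, which is that split itself. The other 3 gave 0 genes, but with 4 splits that share cannot fall under 0.25, and it counts all genes and not Ccr3 alone. This test could therefore not decide, by its design, whether the difference in Ccr3 goes with genotype or with another grouping of the samples, and the 2 cannot be told apart by it. A response of Ccr3 to the loss of Mettl3 is a hypothesis that further replicates would have to test.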

How the results depend on the processing

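All alternatives below were set before the data were examined except 1, limma without moderation on only the groups compared with no filter, which was chosen after seeing the data, and each test in this part was chosen before its result was seen. Kit counts ran against the labels in unstimulated replicates 2 and 3, which cannot decide whether a label is right. Directions are those of the labels. Counts of genes are given at an adjusted p under 0.05 unless the paper's thresholds are named. Where a value changed, the cause was not tested.

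The 104 genes that changed with stimulation in libraries labelled c-Kit KO became 157 with the replicate block, 161 with the block and without the stimulated Mettl3 KO library numbered 5 in Supplementary Data 3, 8 with the alternative chosen after seeing the data, and from 32 to 49 across the 3 fits that each left out one replicate. The 176 genes in libraries labelled Mettl3 KO became 53 with the alternative chosen after seeing the data and from 70 to 146 with one replicate left out. Both adjusted counts otherwise stayed within 1.5 times under the other alternatives, as did the counts at the paper's thresholds under all of them. Scaling by the 16 housekeeping probes with at least 100 counts moved the median log2 fold change of all genes in libraries labelled Mettl3 KO from 0.02 to 0.17 and that in libraries labelled c-Kit KO from -0.05 to 0.05, and DESeq2 moved the former to -0.10. Scaling by the 16 probes took 157 higher and 65 lower genes past the paper's thresholds in libraries labelled Mettl3 KO, against 142 and 85. In libraries labelled c-Kit KO the share of higher genes was 66.7% without replicate 3, against 56.0%.

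In unstimulated cells 0 genes differed between genotypes (7 at an unadjusted p under 0.05), and the count stayed 0 under every alternative. The 7 genes at the paper's thresholds became 14 with no filter, 11 with the background subtracted, 11 with the replicate block, 14 with the block and without the library numbered 5, and from 1 to 28 with one replicate left out. The split of 4 higher and 3 lower genes (57.1% higher) became 6 and 2 with TMM, 4 and 5 with DESeq2, 5 and 6 with the background subtracted, 7 and 2 with only the groups compared, 8 and 2 with the alternative chosen after seeing the data, 2 and 3 with either a filter at a mean of 50 counts or counts under 20 set to 20, 1 and 0 without replicate 2 and 24 and 4 without replicate 3.

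In stimulated cells the 5 genes became 23 with DESeq2 and 11 with counts under 20 set to 20. They became 0 with the background subtracted (61 at an unadjusted p under 0.05), 0 with limma without moderation (71 unadjusted), 0 with only the groups compared (63 unadjusted) and 0 with the alternative chosen after seeing the data (48 unadjusted). The replicate block, with a mean r of 0.33 between libraries of the same number, gave 2 genes, and the block without the library numbered 5 gave 46. Leaving out one replicate gave from 0 to 37 genes. All 5 genes lost significance without replicate 1 and without replicate 2, where 28 and 34 genes had an unadjusted p under 0.05, and all 5 were among the 37 without replicate 3. At the paper's thresholds the 77 genes became 118 with the block and without the library numbered 5, 36 with the alternative chosen after seeing the data, and from 28 to 97 with one replicate left out. TMM normalization moved the median log2 fold change of all genes from 0.20 to 0.02 and DESeq2 moved it to -0.01. Relative to that shift the split of 71 higher and 6 lower genes became 47 and 12 with TMM and 51 and 22 with DESeq2, and with the background subtracted it was 49 and 12.

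For the interaction of genotype and stimulation, 0 genes (22 at an unadjusted p under 0.05) became 2 with DESeq2 and 3 with the block and without the library numbered 5, and a model of only the groups compared gives it no value. All 22 genes had a larger rise in libraries labelled Mettl3 KO, against 20 of 24 with DESeq2, 17 of 22 with the background subtracted, 30 of 33 with the block, 52 of 62 with the block and without the library numbered 5 and 36 of 42 without replicate 3. DESeq2 moved the median of all genes from 0.11 to -0.03. Of the 26 genes of Fig. 7e, 4 had an adjusted p under 0.05 over all genes tested. This became 14 with DESeq2, 8 with counts under 20 set to 20, 1 with the block, 19 with the block and without the library numbered 5, and from 0 to 22 with one replicate left out. It became 0 with the background subtracted, with limma without moderation, with only the groups compared and with the alternative chosen after seeing the data, where 21, 17, 26 and 9 of the 26 passed the paper's thresholds, and 0 without replicate 1 or replicate 2, where 10 and 16 did. All 26 kept higher means under each alternative. For Fig. 7f the count of 0 genes (1 at the paper's thresholds) became 1 with DESeq2.

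The methylated share of 31.8% became 29.2% with the alternative chosen after seeing the data (Fisher's exact test, p = 0.0732) and 40% among calls with an adjusted p under 0.05 (p = 0.171). Its range over all settings was 28.4% to 40%. The difference in the proliferation score, libraries labelled Mettl3 KO minus libraries labelled c-Kit KO, was 0.17 without stimulation and ranged from -0.42 to 0.64 with one replicate left out. After stimulation it was -0.26 and ranged from -0.56 to 0.16. The mast cell score differed by -0.0032 without stimulation, by 0.041 with the background subtracted, by -0.097 with TMM (exact permutation test, two-sided, p = 0.2), the largest move, and from -0.021 to 0.025 with one replicate left out.

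Log2 fold changes of single genes reversed in 22 of 962 comparisons over 61 results, while 868 stayed the same, 62 became weaker and 10 stronger. Il2 on stimulation of cells labelled c-Kit KO became -0.12 with counts under 20 set to 20. In unstimulated cells Socs3 became -0.059 with TMM and -0.025 with DESeq2, and Tnf became -0.048 with TMM, -0.012 with DESeq2, -0.0040 with limma, moderated or not, and -0.0037 with the alternative chosen after seeing the data. With one replicate left out, unstimulated values ran from -0.19 to 0.48 for Kit, from -0.17 to 0.23 for Socs3, from -0.45 to 0.47 for Tnf, from -0.10 to 0.23 for Il6, from -0.64 to 1.61 for Csf2 and from -0.27 to 1.24 for Il3. In stimulated cells Ms4a2 ran from -0.32 to 0.077 and Lif from -0.33 to 0.27. Lif was 0.042 with limma, moderated or not, 0.042 with the alternative chosen after seeing the data and 0.35 with the block and without the library numbered 5. Socs3 has no value with the filter at a mean of 50 counts, which it does not reach, and interactions of single genes have none in either model of only the groups compared. The scores were not run with DESeq2, limma, the filters or the block without the library numbered 5. The interaction of Csf2 became -1.995 with the background subtracted.

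Depth limits the low genes. In stimulated libraries labelled c-Kit KO, the raw counts of Il2 were 7, 22 and 26 and those of Ccr3 26, 23 and 33, so the denominators of their fold changes lie near the background. The unstimulated counts of Crabp2, the denominators of its rise with stimulation, lay under the background in both genotypes. Unstimulated raw counts of Csf2 in libraries labelled c-Kit KO (5, 19 and 13) and of Rgs16 in libraries labelled Mettl3 KO (20, 15 and 13) also lay near or under it.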

Differences from the paper's values

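In this part, limma without moderation on only the groups compared with no filter was chosen only after the result was seen, and no other test was. The paper's log2 fold change of Il2 between stimulated Mettl3 KO and c-Kit KO cells is about 7.6 in Fig. 7d, read by eye, against 5.08 here. Of the alternatives set before the data were examined, subtracting the background brought it to 7.78, within 1 standard error of the paper's value, and none of the others did. For Gem the paper's log2 fold change is about 4.1 in Fig. 7d, read by eye, against 3.29 here. Subtracting the background gave 4.09, the replicate block without the library numbered 5 in Supplementary Data 3 gave 3.81, and leaving out replicate 3 gave 3.98, each within 1 standard error of the paper's value. Leaving out replicate 2 gave 3.33, which is within 1 standard error only because that error rose from 0.59 to 0.88, and the value itself hardly moved. The other alternatives set before the data were examined did not close this gap.

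The paper counts 45 most upregulated genes in stimulated Mettl3 KO cells, and 71 genes passed its thresholds and were higher here. How the 45 were chosen is not stated in the paper, so they may not be all genes past its thresholds. The comparison of counts below holds only if they are. Among the alternatives set before the data were examined, the count was within 1.5 times the paper's with TMM normalization (47), DESeq2 (51), a filter at a mean of 50 counts (47), the background subtracted (49), limma with moderation (63) and without it (55), only the groups compared (61) and without replicate 2 (30). It was not with the 16 housekeeping probes with at least 100 counts (74), no filter (81), counts under 20 set to 20 (68), the replicate block (94), the block without the library numbered 5 (99), without replicate 1 (27) or without replicate 3 (87). Limma without moderation on only the groups compared with no filter, chosen after seeing the values, gave 34. It amounts to a t test on log2 counts between the groups compared, and the legend of Fig. 7 also names a t test. The paper's share of methylated genes among these is 57%, against 31.8% here from the part of the site list that was analysed. Among the alternatives set before the data were examined, the share was 40% for calls with an adjusted p under 0.05, which is 2 of 5 genes. This is within 1.5 times the paper's value, and none of the other alternatives came within it. As all these shares lack the 5594 sites left out, none of the alternatives can test the cause of this gap.

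The paper marks Lif as lower in unstimulated Mettl3 KO cells (Fig. 7c). Its log2 fold change was -0.67 here, past the paper's thresholds with only the groups compared and with none of the other settings. Fig. 7e lists Ccl3, Ccl7 and Csf1 among the most upregulated genes. Their log2 fold changes were 1.98, 1.50 and 1.34, not past the thresholds here. Ccl3 passed them with only the groups compared and without replicate 3, and Ccl7 with only the groups compared. Csf1 passed them with only the groups compared, with the replicate block, with the block without the library numbered 5, without replicate 2, without replicate 3, and with limma without moderation on only the groups compared with no filter, which was chosen after seeing the values. Fig. 7f lists Calr, Tyrobp and P2rx1 as downregulated. Calr fell by 0.30 on the log2 scale and passed the thresholds with none of the 16 settings. Tyrobp fell by 0.62 and passed them with DESeq2, the block, the block without the library numbered 5, without replicate 3, and with the alternative chosen after seeing the values. P2rx1 fell by 0.59 and passed them with DESeq2, the block and the block without the library numbered 5.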

Other observations

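In this part, the tests of exchanged genotypes, of housekeeping spread between 2 lanes, of activation in replicate 3, of the direction of calls and of carry-over against the same-numbered library were chosen only after the result was seen. Labels are used as given. Kit followed them in 3 of 3 stimulated pairs and in 1 of 3 unstimulated pairs, which cannot decide whether they are right.

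The difference between genotypes in stimulated cells was smaller in replicate 3. Genes at least 1.5-fold higher in libraries labelled Mettl3 KO in both of the other replicates had, in the replicate left out of the choice, a median log2 difference of 0.97 in replicate 1 (39 genes), 1.14 in replicate 2 (41 genes) and 0.26 in replicate 3 (100 genes), where the median of all genes was 0.17. Across the 545 genes, which are not independent replicates, the log2 counts of the stimulated pair correlated at 0.987 in replicate 3, against 0.921 and 0.927 in replicates 1 and 2. If the genotypes had been exchanged in replicate 3, fewer than 50% of the 100 genes would be higher there, and 81% were. That share was 71.8% of 110 genes with the background subtracted and 55.7% of 79 genes with TMM normalization. With TMM it lay only a little above the 50% below which it would count for an exchange. The TMM share was 82.4% in replicate 1 and 78.9% in replicate 2. Exchanging a difference of that size would predict a share well under 50% in replicate 3, and 55.7% lay between. If 1 RNA had been loaded in both lanes, few genes should differ beyond counting noise, and 150 of the 545 did, against 282 and 264 in the other replicates. The 17 housekeeping probes with a mean of at least 100 counts in these 2 lanes differed by at most 0.51 on the log2 scale after scaling, and 36 of the 281 tested genes with as many counts differed by more. Raw counts in the libraries labelled c-Kit KO and Mettl3 KO were 348 and 1112 for Il3, 26 and 133 for Il2 and 1008 and 1872 for Kit, and 1 RNA in both lanes could not account for these differences. Subtracting the background left the median of replicate 3 at 0.28, and TMM normalization lowered it to 0.088, both under replicates 1 and 2 under the same setting.

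Genes induced in both genotypes rose in cells labelled c-Kit KO by a median log2 value of 2.55 in replicate 3, above 2.30 and 1.89 in replicates 1 and 2, and in cells labelled Mettl3 KO by 2.96, above 2.55 and 2.49. These 64 genes were chosen as induced in both genotypes, and single cytokines went another way. In cells labelled Mettl3 KO the log2 rise in replicates 1, 2 and 3 was 7.35, 5.18 and 3.64 for Tnf, 7.22, 5.46 and 4.80 for Il13, 3.50, 3.31 and 2.09 for Il6 and 5.25, 4.71 and 3.18 for Il2, smallest in replicate 3, while Csf2 and Il3 rose least in replicate 2. In cells labelled c-Kit KO it was 3.70, 1.67 and 2.79 for Tnf, 4.79, 2.44 and 4.67 for Il13, 2.30, 1.34 and 2.09 for Il6 and 3.19, 1.24 and 3.06 for Il3. These were largest in replicate 1, while Csf2 rose most in replicate 3 (5.58, 2.67 and 6.54) and Il2 in replicate 2. With 1 library per replicate and condition, no error can be given for these values. The pattern therefore cannot be told apart from stronger activation of the c-Kit KO culture of replicate 3, from weaker activation of its Mettl3 KO culture, or from a weaker effect of the Mettl3 deletion there. The stimulated library labelled Mettl3 KO of this replicate carries the number 5 in Supplementary Data 3, and may come from another culture than its c-Kit KO counterpart.

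Of the genes past the paper's thresholds in stimulated cells, 92.2% were higher in libraries labelled Mettl3 KO. Housekeeping scaling alone would predict about 50% with TMM normalization, and 79.7% were higher. With DESeq2's size factors, which also bring the median of all genes close to 0, 69.9% were higher. The low positive control counts in the c-Kit KO lanes of replicate 1 would predict about 50% without that replicate, and 96.4% were higher. Both explanations left most calls higher, while the scaling changed the share. An excess of higher genes in Mettl3 KO cells remains a hypothesis consistent with the 79.7% and the 69.9%, as it was found and tested on the same data.

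The unstimulated library labelled Mettl3 KO of replicate 2 had more counts of 20 strongly induced genes than the mean of the other unstimulated libraries, for example 1244 normalized counts of Ccl3 against a mean of 84.8. Carry-over from the stimulated library of the same replicate would predict nearly 1 carried-over share for all genes. Over the 20 genes the share had a median of 1.92% and ran from 0.399% to 16.1%, and its 90th percentile was 8.30 times its 10th. The same-numbered library labelled c-Kit KO was itself raised in some of these genes, with 200 normalized counts of Ccl3 against 45.2 and 28.7 in the other unstimulated libraries of that label, so part of the excess was shared by replicate 2. Against that library all 20 genes were still higher, and the share had a median of 2.51%, with a 90th percentile 10.3 times its 10th. These spreads also hold differences in basal counts between separate cultures, for which no allowance was made, and could be wide with or without carry-over. The largest share was that of Csf1, which itself had 693 normalized counts in the library labelled c-Kit KO of replicate 2. For Ccl3, Ccl4, Il13, Il3 and Tnf, picked after the values were seen, the shares lay between 1.24% and 1.86% under both baselines, while Csf2 had 0.904% and 0.769% and Ccl1 3.03% and 2.97%. The pattern therefore cannot be told apart from carry-over, and no biological explanation was tested.

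The paper reports reduced proliferation after deletion of Mettl3 by another assay, which would predict a lower proliferation score in these unstimulated cells. The score over 10 cell cycle genes differed by 0.17 without stimulation (exact permutation test, two-sided, p = 0.9) and by -0.26 after it (exact permutation test, two-sided, p = 0.6), where the smallest p possible is 0.1. Without stimulation it was lower in the library labelled Mettl3 KO in 2 of 3 pairs, and the mean was positive because of replicate 2, without which the difference was -0.42. The mast cell score differed by -0.0032 without stimulation (exact permutation test, two-sided, p = 1) and by -0.14 after it (exact permutation test, two-sided, p = 0.4). With TMM normalization these were -0.097 (exact permutation test, two-sided, p = 0.2) and -0.32 (exact permutation test, two-sided, p = 0.1), the latter without overlap. Under housekeeping scaling the libraries of the genotypes overlapped for both scores, and 3 libraries against 3 cannot decide either question.

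Genes higher in stimulated libraries labelled Mettl3 KO had a larger share with a site among the 1999 highest-scoring ones than the other genes. If expression level were the reason, at least 5% of random lists matched on mean count would reach that share, and 0.16% did. The sites were mapped after stimulation with PMA and ionomycin and only the highest-scoring part of the list was used, which could bear on the 0.16% and was not tested. Sites near transcript starts that could be m6Am were counted too. The 5594 sites left out could fall more often in the other genes, so the larger share cannot be extended to the full list.

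Other splits of the same libraries were compared with the real ones where they part every same-numbered pair, which leaves 4 splits and a share that cannot fall under 0.25. The remaining 6 of the 10 splits keep 2 libraries of the same number together. For stimulation of cells labelled c-Kit KO, 1 of 4 splits, the real one, gave as many as 104 genes with an adjusted p under 0.05, and 1 of 4 as many as 184 at the paper's thresholds, where the other splits gave at most 0 and 17. For cells labelled Mettl3 KO, 1 of 4 gave 176 and 1 of 4 gave 227, and the others at most 0 and 39. In unstimulated cells 4 of 4 splits gave as many as the 0 genes of the real one (7 at an unadjusted p under 0.05), and 3 of 4 gave as many as 7 at the paper's thresholds, with up to 19. In stimulated cells 1 of 4 gave as many as 5 genes and 1 of 4 as many as 77, where the others gave at most 0 and 58. Over all 10 splits of these libraries, 2 gave as many as 5 genes and 2 as many as 77, with up to 89. For the interaction 4 of 4 gave as many as the 0 genes of the real split (22 at an unadjusted p under 0.05). For the list of Fig. 7e, 1 of 4 gave as many genes past the threshold, and for Fig. 7f 4 of 4, with 0 genes in the real one (1 at the paper's thresholds).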
